# Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow

**DOI:** 10.1371/journal.pone.0051944

**Published:** 2012-12-27

**Authors:** Irina Fernandez, Krista M. Fridley, Dhivya Arasappan, Rosalind V. Ambler, Philip W. Tucker, Krishnendu Roy

## Abstract

*In vitro* bioreactor-based cultures are being extensively investigated for large-scale production of differentiated cells from embryonic stem cells (ESCs). However, it is unclear whether *in vitro* ESC-derived progenitors have similar gene expression profiles and functionalities as their *in vivo* counterparts. This is crucial in establishing the validity of ESC-derived cells as replacements for adult-isolated cells for clinical therapies. In this study, we compared the gene expression profiles of Lin-ckit+Sca-1+ (LKS) cells generated *in vitro* from mouse ESCs using either static or bioreactor-based cultures, with that of native LKS cells isolated from mouse fetal liver (FL) or bone marrow (BM). We found that *in vitro*-generated LKS cells were more similar to FL- than to BM LKS cells in gene expression. Further, when compared to cells derived from bioreactor cultures, static culture-derived LKS cells showed fewer differentially expressed genes relative to both *in vivo* LKS populations. Overall, the expression of hematopoietic genes was lower in ESC-derived LKS cells compared to cells from BM and FL, while the levels of non-hematopoietic genes were up-regulated. In order to determine if these molecular profiles correlated with functionality, we evaluated ESC-derived LKS cells for *in vitro* hematopoietic-differentiation and colony formation (CFU assay). Although static culture-generated cells failed to form any colonies, they did differentiate into CD11c+ and B220+ cells indicating some hematopoietic potential. In contrast, bioreactor-derived LKS cells, when differentiated under the same conditions failed to produce any B220+ or CD11c+ cells and did not form colonies, indicating that these cells are not hematopoietic progenitors. We conclude that *in vitro* culture conditions significantly affect the transcriptome and functionality of ESC-derived LKS cells and although *in vitro* differentiated LKS cells were lineage negative and expressed both ckit and Sca-1, these cells, especially those obtained from dynamic cultures, are significantly different from native cells of the same phenotype.

## Introduction

Hematopoiesis is a complex and highly ordered process in which hematopoietic stem cells (HSCs) give rise to mature blood cells. During later stages of embryogenesis and until birth, hematopoiesis occurs in the fetal liver [1]. However, during adulthood the maintenance and differentiation of HSCs occurs in the bone marrow. In mice, most long-term multi-lineage HSC activity resides within the lineage-negative, ckit-positive, and Sca-1 positive fraction (Lin-ckit+Sca-1+, LKS cells) of murine bone marrow and fetal liver [2]–[4]. These cells have been shown to reconstitute *in vivo* all hematopoietic cells in mice following irradiation and hemato-lymphoid lineage depletion [5]–[7]. Similarly, the human CD34+,Thy-1+,CD38−,CD45RA-cell population contain HSCs capable of giving rise to hematopoiesis after transplantation into xenogeneic models of myeloablated immunodeficient mice [8]. The clinical relevance of these cells has been further confirmed in humans after autologous HSC-rescue blood formation in myeloablated recipients, providing sustained hematopoiesis [8]. Still, usage of donor HSCs in clinical practice suffers significant limitations, including limited availability of human leukocyte antigen (HLA)-matched donors, morbidity associated with bone marrow collection as well as isolation, and propagation of freshly isolated HSCs *ex vivo*. Therefore, HSCs derived *in vitro* from embryonic or induced-pluripotent stem cells (ES or iPS cells) could provide an on-demand, readily available cell source for a variety of therapeutic applications. However, the clinical applicability of these ES/iPS-derived cells depends critically on (a) efficient methods for differentiation and expansion and (b) whether these cells are genetically and functionally equivalent to their native, *in vivo* counterparts from bone marrow (BM) or fetal liver (FL).

We and others have recently shown, that LKS cells can be efficiently generated *in vitro* from both embryonic and induced pluripotent stem cells (ESCs and iPSCs) ([9]–[11] reviewed in [12]). During differentiation in suspension cultures, ESCs form aggregates known as embryoid bodies (EBs). Similar to embryonic development, EBs increase in size and complexity in culture and differentiate into the three germ layers of embryonic development: endoderm, ectoderm, and mesoderm. Subsequently, the mesoderm gives rise to blood tissue and lineage-specific cells including HSCs. Mouse ESCs have been differentiated *in vitro* by using traditional two dimensional (2D), static culture systems and, more recently, by using several different types of bioreactors, including spinner flasks and rotary wall vessels [13]. Unlike traditional static culture methods, bioreactor systems have the ability to achieve scale-up and be integrated with chemical process development–two parameters critical for potential clinical applications. Our laboratory has recently demonstrated efficient generation of LKS cells in both stirred (spinner flask) and rotary-wall bioreactors and evaluated the global gene expression profile of ESCs differentiated in these bioreactor systems [14], [15]. However, despite significant progress in generating ESC-derived LKS cells, a cell fraction which has been presumed to be enriched in HSCs, very few studies have evaluated whether these *in vitro* generated cells are genetically and functionally equivalent to *in vivo* LKS populations derived from BM or FL. Such detailed comparison of ESC- or iPSC-derived LKS cells with corresponding native phenotypic counterparts is critical for examining their ability to function as replacements for donor-derived stem cells in clinical therapies. It is also important to understand how various culture conditions affect the gene expression profile of *in vitro* derived progenitor-like cells expressing a common set of surface markers.

Isolated mouse cell populations enriched in stem cells have been previously studied by other groups [16]–[22] to compare the gene expression profiles of native LKS cells from different tissues or to decipher genes specifically expressed in embryonic stem cells during pluripotency and differentiation (reviewed in [23]). In this study, we compared the gene expression profiles of LKS cells isolated from *in vitro* differentiated mouse ESCs under various static and dynamic bioreactor culture conditions with native LKS cells from mouse BM or FL in order to determine the ability of ESC-derived LKS progenitors to function as replacements for native adult stem cells in clinical therapies. We show that although all these cells expressed both ckit and Sca-1 on their surface, ESC-derived LKS cells from bioreactors have impaired hematopoietic potential and differ both functionally and in terms of their transcriptome, from LKS cells generated in static culture as well as from LKS cells isolated from *in vivo* hematopoietic niches.

## Methods

All animal work was conducted in accordance to protocols approved by the Institutional Animal Care and Use Committee (IACUC) of The University of Texas at Austin.

### ESC Expansion and Differentiation via Embryoid Body (EB) Formation

Mouse R1 ESCs [24] were obtained from Dr. A. Nagy (Mount Sinai Hospital, Ontario, Canada). ESCs were expanded on inactivated-mouse embryonic fibroblasts (MEF cells, ATCC, Manassas, VA, USA). ESCs were differentiated in suspension cultures either in Static flasks (Ultra Low Attachment Flask, Corning Incorporated, Corning, NY,USA), a Spinner flask system (125 ml Disposable Spinner Flask, Corning, NY,USA), or Synthecon rotating vessels (22.5 ml Slow Turning Lateral Vessel, Rotary Cell Culture System, Synthecon Inc., Houston, TX,USA) using previously optimized cell seeding densities and rotation speeds that produced the highest percentage of ckit^+^Sca-1^+^ cells for each culture system (500,000 cells/ml for Static and Synthecon cultures and 750,000 cells/ml for spinner flasks with rotation speed of 20 rpm for Synthecon vessels and 100 rpm for spinner flasks) [14]. Single-cell suspensions were obtained from day 7 EBs of each condition as previously described [14].

### Isolation of Mouse Bone Marrow and Fetal Liver Cells

129X1/SVJ and 129S1/SvImj mice (Jackson Lab, USA) were bred to obtain identical MHC background to R1 ESCs. Mice were maintained at University of Texas at Austin Animal Research Center (ARC). Whole bone marrow (BM) was isolated from femurs and tibias of 8–12 week-old mice, and fetal livers (FL) were harvested from E15 timed pregnancies of 129X1/SVJ X 129S1/SvImj matings. Single-cell suspensions were prepared as described [25] with minor modifications.

### Fluorescence-activated Cell Sorting of Lin-ckit+Sca-1+ Cells

BM and FL cells were incubated with a cocktail of biotinylated antibodies against a panel of lineage hematopoietic antigens (CD5, CD45R (B220), CD11b, Gr-1 (Ly-6G/C), 7–4, and Ter-119) following the manufacturer’s protocol (Lineage cell Depletion kit 130-090-858, Miltenyi Biotech, Germany). For day7 EBs, the Lineage negative cocktail was not included for sorting because lineage positive cells were not observed at day 7 of differentiation for any culture condition. Single-cell suspensions from BM and FL lineage negative cells, as well as from day 7 EBs, were stained with anti-mouse CD16/CD32 Fc Block for 10 min at 4°C followed by ckit-APC and Sca-1-PE antibodies (Cat No. 553108 and 553356, BD Biosciences,USA) for 30 minutes at 4°C. Staining with rat IgG2a-PE and rat IgG2b-APC isotype controls were included. Live cells were distinguished from dead cells by gating using the forward and side scatter signals as well as by exclusion of 7-amino-actinomycin D (eBioscience, USA) stained dead cells. Cell sorting was performed on an FACSAria Cell sorter (BD Biosciences,USA). Analyses of the Lin-ckit+Sca-1+ sorted cells were performed to determine sorting purity and to evaluate the Mean Fluorescence Intensity (MFI) of ckit and Sca-1 expression on sorted cells from each condition. Following sorting, Lin^-^ckit^+^Sca-1^+^ cells from each sample were resuspended in lysis buffer (RLT, Qiagen, Germany). RNA was isolated according to manufacturer’s protocol (RNeasy mini kit, Qiagen, Germany).

### Microarray Processing and Analysis

Samples for mRNA profiling studies were processed by Asuragen, Inc, USA, according to the company’s standard operating procedures. The purity and quantity of total RNA samples were determined by absorbance readings at 260 and 280 nm using a NanoDrop ND-1000 UV spectrophotometer. The integrity of total RNA was qualified by Agilent Bioanalyzer 2100 capillary electrophoresis. Total RNA (100 ng per sample) was used for preparation of biotin-labeled targets (cRNA) using a MessageAmp™ II-based protocol (Ambion Inc., Austin, TX,USA) and one round of amplification. The cRNA yields were quantified by UV spectrophotometry and the distribution of transcript sizes was assessed using the Agilent Bioanalyzer 2100 capillary electrophoresis system. Labeled cRNA was used to probe MouseRef-8 v2 Expression BeadChips (BD-202-0202,Illumina). The Mouse Ref-8 V2 expression BeadChip targets approximately 25,600 well-annotated RefSeq transcripts encoded from over 19,100 unique genes. Hybridization, washing, and scanning of the Illumina arrays were carried out according to the manufacturer’s instructions. Briefly, cRNA/hybridization buffer mixtures were incubated at 65°C for 5 minutes, followed by brief centrifugation to collect. The mixtures were added to BeadChips and then BeadChips inserted into hybridization chambers, and hybridization was carried out at 58°C for 16–18 hours at rocking speed set to 5. BeadChips were washed and stained in the following steps: 1) 55°C for 10 minutes static in HighTemp Wash Buffer in a Hybex waterbath, 2) ambient temperature shaking for 5 minutes in E1BC wash buffer, 3) ambient temperature shaking for 10 minutes in ethanol, 4) ambient temperature shaking for 2 minutes in E1BC buffer, 5) ambient temperature for 10 minutes rocking in Block E1 buffer, 6) ambient temperature for 10 minutes rocking in Block E1 buffer containing 1 ug/ml Cy3-streptavidin, and 7) ambient temperature shaking for 5 minutes in E1BC buffer. BeadArrays were dried in a centrifuge for 4 minutes and scanned using an Illumina BeadArray Reader. Scanner settings were set at a default, Factor 1 setting, and scanned images were visually examined for the presence of anomalies and to ensure that average P95 values for each array is greater than 500. Illumina BeadScan software was used to produce idat, .xml, and.tif files for each array on a slide and.sdf files for each barcode on a slide of 8 arrays.

Raw data were extracted using Illumina BeadStudio software (v 3). Following quality assessment, data from the replicate beads on each array were summarized into raw intensity values with and without background subtraction in an Excel report containing the project description (sample key), gene identifiers and corresponding probe IDs, table of detection *p*-values, tables of normalized data with and without background subtraction, array quality control metrics, and array quality control metric cut-offs and definitions. The following array quality control metrics were met: hybridization control graphs must have increasing signal intensities, negative graph must show an average background of less than 200, and the average biotin signal must be 6000 or higher.

### Normalization and Statistical Analysis of Microarray Data

For microarray data, background subtraction, expression summary, normalization, and log base 2 transformation of gene signals were carried out using Quantile Normalization [26]. For statistical analysis of gene expression, one-way ANOVA was used for multiple group comparisons across all samples in the experiment, followed by multiple testing correction to determine the false discovery rate (FDR) [27]. Genes with a FDR-adjusted *p-*value of <0.05 were considered differentially expressed genes (DEG). Pair-wise comparisons were then performed for all DEG. For each pair of treatments, a two-sample *t*-test was carried out for every gene, followed by a multiple testing correction to determine FDR. Genes with a FDR-adjusted *p-*value of <0.05 were considered statistically significant. The mean of the intensity value for each gene (three biological replicates from each group) was calculated and graphically represented by hierarchical clustering selecting all 13,000+ DEG across all conditions. The BM and FL samples were grouped together (BM+FL) as were the Spinner and Synthecon (Spinner+Synthecon) samples. Log ratios of Static vs BM+FL group and Spinner+Synthecon group vs BM+FL group were calculated. Any gene showing 5-fold difference in these comparisons was selected. Hierarchical clustering was done and a heat map was generated using MeV 4.8.1. Separate heat maps were also generated using just the genes that were up regulated in comparison to the BM+FL group, and using just the genes that were down regulated in comparison to the BM+FL group. Differentially expressed genes (p<0.05) whose expression differed 5-fold from BM and FL-LKS cells to Lin-ckit^+^Sca-1^+^ cells generated in Static, Spinner flask, and Synthecon rotary-wall cultures were compared using a Venn diagram [28] to identify similar and unique genes between groups and analyzed using Gene Ontology (GO) Analysis for functional annotation [29].

Statistical analyses of flow cytometry data (MFI analysis) were performed using Systat (Systat Software, Inc.) with an ANOVA and a significance level of p<0.05. The equality of variances was determined using a Levene’s test followed by Tukey’s posthoc analysis for samples with equal variance and a Games-Howell posthoc analysis for samples with unequal variances, as determined appropriate by the Levene’s test.

### Hematopoietic Differentiation of ESC-derived and BM LKS Cells

Static and Dynamic (Synthecon)-culture derived Lin-ckit+Sca-1+ sorted cells, as well as Lin-ckit+Sca-1+ sorted bone marrow cells were cultured in 24-well plates (0.5×10^6^ cells/well) in RPMI-1640 medium supplemented with 10% FCS in the presence of recombinant murine GM-CSF (20 ng/ml), IL-4 (10 ng/ml) and IL-3 (10 ng/ml), all from Peprotech,USA. Half of the culture medium was changed on day 3 and day 5. On day 6, non-attaching cells were harvested by pipetting and stained for Flow cytometry to evaluate expression of hematopoietic cell markers: CD11c, clone N418 (anti-CD11c-FITC Cat.No.11-0114-81) and B220, clone RA3-6B2 (anti-B220-FITC Cat.No.11-0452-81), both from eBiosciences, CA, USA).

### In vitro Colony Forming Unit (CFU) Assay

Methylcellulose-based medium (Methocult, CatNo.GF M3434, Stem Cell Technologies, BC, Canada) was used to detect and quantify hematopoietic progenitor cells in a Colony-forming Unit (CFU) assay. *In vitro*-derived Lin-ckit+Sca-1+ sorted mouse ESCs (Static and Synthecon), as well as Lin-ckit+Sca-1+ mouse BM cells were assessed following manufacturer’s protocol. Briefly, 100, 1000 and 10000 sorted cells/35 mm dish containing 1.1 ml of the cultured medium was plated. For *in vitro*-derived Lin-ckit+Sca-1+ mouse ESCs, an extra plate of 100,000 cells/dish was included. The mixture was incubated under a humidified incubator (5% CO2 at 37°C). Colonies were visualized after 8–12 days of culture.

## Results

### ESC Differentiation into Lin-ckit+Sca-1+ Cells Under Static and Dynamic Culture Conditions

Mouse ESCs were spontaneously differentiated using static and dynamic (Spinner flask and Synthecon) suspension cultures. We recently demonstrated that cell seeding density and bioreactor speed in both Spinner Flask and Synthecon systems significantly alters efficiency of ESCs differentiation into Lin-ckit+ Sca-1+ cells [14]. However, it is unclear how different *in vitro* culture conditions affect the gene expression profiles of ESC-derived cells that express a common set of surface markers in contrast to more customary assays of the entire heterogeneous population of differentiating cells. In order to evaluate that, we isolated the Lin-ckit+Sca-1+ population from each culture condition (day 7 EBs) by flow cytometry-based cell sorting. As shown in **Figure 1A**, there were no detectable lineage positive cells (Lin+ committed hematopoietic cells) in any culture condition at day 7 of differentiation, indicating efficient isolation of the Lin-ckit+Sca-1+ cell population. Consistent with our previous results [14], a higher percentage of Lin-ckit+Sca-1+ cells were observed under dynamic conditions (Spinner and Synthecon) as compared to Static cultures. Similarly, lineage negative (Lin-) ckit+Sca-1+ cells were isolated from mouse BM and FL cells. Detailed surface marker staining for these BM and FL-derived cells are shown in **Figure 1B**, which indicates efficient isolation of the LKS population. Additionally, the purity of Lin-ckit+Sca-1+ sorted cells was confirmed (**Figure S1a**). Interestingly, mean fluorescence intensity (MFI) analyses demonstrated that bioreactor (both Synthecon and Spinner)-derived cells had increased Sca-1 expression compared to FL, BM and Static-derived cells (**Figure S1b**). In addition, BM cells had increased MFI of ckit compared to all other ESC-derived conditions. This differential MFI on the sorted populations translates into differential expression levels of Sca-1 and ckit across the different conditions, possibly explaining their different gene expression profiles and degrees of hematopoietic commitment.

**Figure 1:**
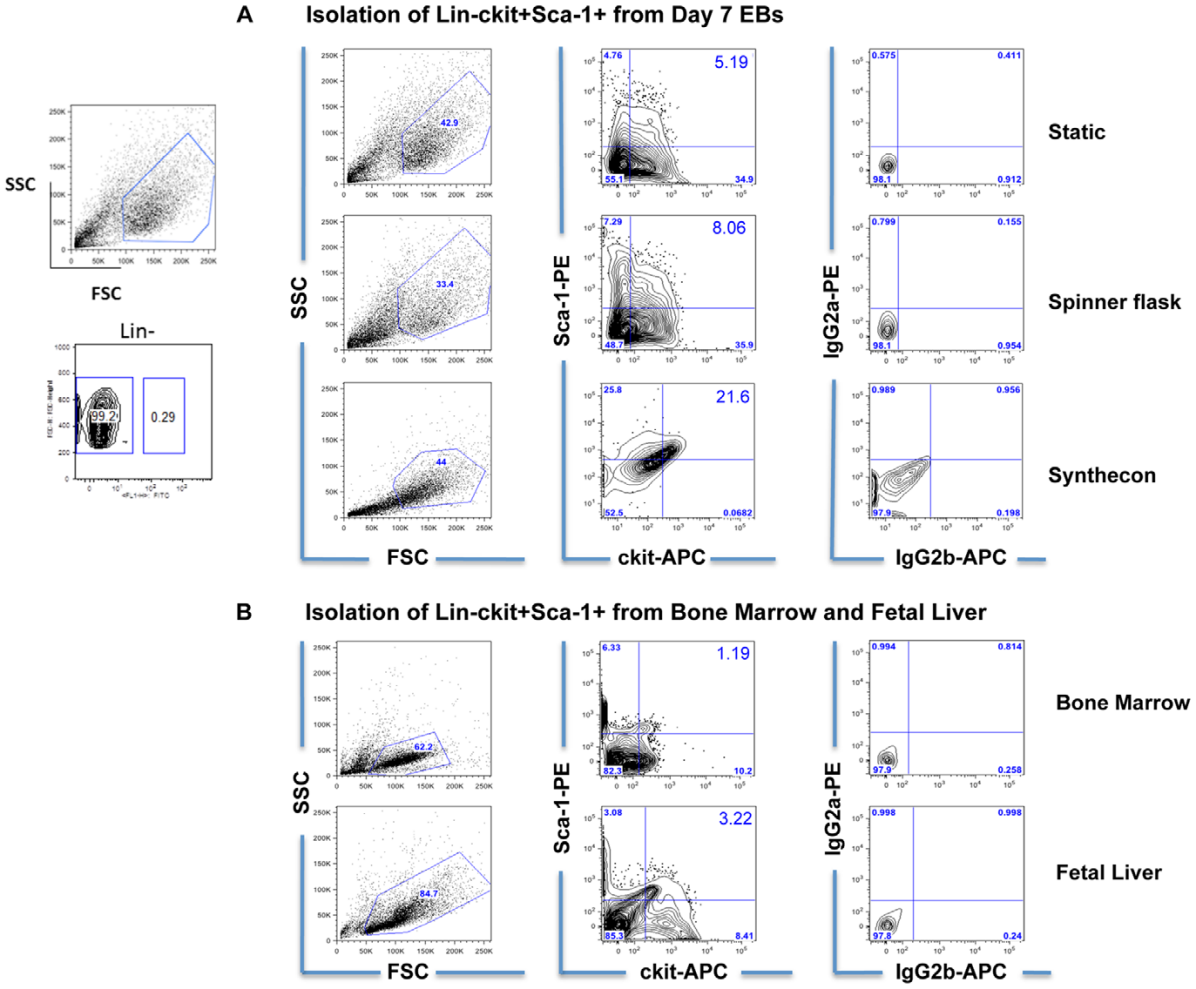
Identification and isolation of ES cells and BM- and FL-derived Lin-ckit+Sca-1+ cells. (**A**) Lin-ckit+Sca-1+ cells were generated from ES cells differentiated under Static and Dynamic culture conditions (Synthecon and Spinner flask) for 7 days and (**B**) from BM and FL. Mouse embryonic stem cells were differentiated under Static and Dynamic culture conditions (Spinner flask and Synthecon) for 7 days. Cell suspensions from day7 EBs were stained with ckit and Sca-1 antibodies to isolate the Lin-ckit+Sca-1+ population. As explained in Materials and Methods, the Lineage negative cocktail was not included for sorting because we did not observe lineage positive cells at day 7 of differentiation for any ESC culture condition (left panel). Similarly, lineage negative cells from BM and FL cell suspensions were stained with ckit and Sca-1 antibodies to isolate by cell sorting the ckit+Sca-1+ Lineage negative population (LKS). Staining with relevant isotype controls was included in each sample to determine the right ckit+Sca-1+ population.

### Global Gene Expression of ESC-, BM-, and FL-derived Lin^-^ckit^+^Sca-1^+^ Cells

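LKS cells carry c-kit and Sca-1 and lack the markers of mature blood lineages, and in marrow this fraction holds the HSCs. RNA was hybridized to 23 Illumina bead arrays that read 25697 probes for 17974 genes. ESC-derived LKS cells were taken at day 7 of differentiation from Static suspension cultures (3 arrays), Spinner flasks stirred at 100 rpm (3 arrays) and Synthecon vessels rotated at 20 rpm (8 arrays). Native LKS cells came from the BM of mice aged 8 to 12 weeks (3 arrays) and from FL at embryonic day 15 (3 arrays). BM and FL cells were depleted of lineage-positive cells before the sort. ESC-derived cells were sorted on c-kit and Sca-1 without that step, since the paper observed no lineage-positive cells at day 7. Undifferentiated ESCs at day 0 were read on 3 arrays. The authors subtracted background, normalized the arrays by quantiles and took log2, and these deposited values were used here without further scaling. Per array, 9785 to 11204 probes stood above background. Values run from 4.90 to 15.09 with a median of 6.40.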

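A mean per group was fitted over the 23 arrays with limma, and contrasts were tested by its moderated test with an adjustment over all probes (threshold 0.05). Static was compared with native cells (the mean of BM and FL), dynamic culture (the mean of Spinner and Synthecon) with native cells, and Static with dynamic culture. A gene with several probes was read from the brightest, and a gene above background on no array of a group (detection p of 0.01 or more) is given a bound in place of a fold. Gene lists were fixed before the data were examined, though after the paper's tables on these samples had been read, and tested with limma's camera at a preset correlation of 0.01, with the p under an estimated correlation given where it ends the call. Counts adjusted over the list alone are given where they differ from those adjusted over all probes, and counts say how many called genes are too near background for a fold. The paper gives 3 biological replicates per group, but the authors' deposited Synthecon means equal the mean of all 8 arrays and of no 3 of them. Synthecon replicates 1, 3, 5 and 7 and replicates 2, 4, 6 and 8 formed 2 sets. Within a set and slide, pairs of arrays had a median absolute difference of 0.0925 to 0.106 in log2 over 2703 bright probes, less than the 0.13 to 0.665 of replicate pairs in other groups. The 0.13 belongs to Spinner replicates 1 and 2. They differed over 2-fold in 14 probes, beside 7 to 16 for Synthecon pairs within a set and slide. Spinner means are given as n = 3 all the same, so their SDs may understate the spread between cultures. Pairs of a set on different slides differed by 0.246 to 0.262, within the range of other groups. The arrays of a set were counted as 1 sample, as the more cautious choice, and Synthecon means are given as n = 2. The test used all arrays, and calls of named genes that change with 2 samples are marked. Nothing beyond the paper's words says whether the replicates came from separate cultures. The p-values measure the spread between these arrays, pooled over all groups and with the near repeats of Synthecon among them. With 3 arrays per group, which limits the precision, simulated changes of 2-fold between Static and BM were recovered for 56 of 100 probes and changes of 5-fold for 94 of 100. The simulation gave every group the same spread, so it leaves out the larger spread of the Static replicates.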

We compared mouse ESC-derived LKS cells, generated either in Static suspension cultures, dynamic Synthecon™ rotary-wall vessels or Spinner flasks, to LKS cells isolated from BM and FL. We focused our analysis on genes for which significant differences in expression were identified between groups (Static, Spinner flask, Synthecon, BM, and FL). The global gene expression profile of each group, including mouse ESCs at day 0 of differentiation (undifferentiated cells) is represented in a hierarchical clustering in **Figure 2A**. 

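On the mean log2 values of each group, BM and FL joined first and stood apart from all ESC-derived groups and from undifferentiated ESCs. Divided into 3 clusters, undifferentiated ESCs went with Spinner and Synthecon, Static stood alone, and BM went with FL. This grouping was the same for average and complete linkage, for Pearson and Euclidean distance, and for all probes or the differing probes alone. Single arrays gave another picture for Static. Static replicates 2 and 3 formed their own cluster, whereas Static replicate 1 fell in with the Spinner and Synthecon arrays under every one of these settings.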

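Beta-like globin genes, neutrophil granule genes and pluripotency regulators were among the genes that set the groups apart. The embryonic globin Hbb-bh1 ranged from 5.73 in BM to 13.73 ± 1.59 (SD, n = 3) in Static. The neutrophil granule protease gene Ctsg ranged from 5.53 in Static to 14.53 ± 0.18 (SD, n = 3) in BM. Dppa5a, a gene of pluripotent cells, ranged from 6.72 in FL to 14.86 ± 0.10 (SD, n = 3) in Spinner flasks. In all, 13883 of 25697 probes (54%) differed across the 6 groups at an adjusted p under 0.05 by limma's F test. With Synthecon as 2 samples the count was 11174.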

13497 genes were differentially expressed across all samples. 

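Genes commonly used for scaling moved in both directions between ESC-derived and native cells. Of 9 such genes measured, 1 rose and 1 fell in Static against native cells, and 2 rose and 2 fell in dynamic culture (1 of the 2 that rose near or below background, no fold given, and adjusted over the list alone, 1, 1, 2 and 2). Gapdh (log2 fold change 0.65, standard error 0.11, adjusted p = 8.1e-05), an enzyme of glycolysis, was the member that rose in Static, and Hprt1 (log2 fold change -1.0, standard error 0.12, adjusted p = 6.3e-07), an enzyme of purine salvage, was the member that fell. Against dynamic culture, Static had 1 of them higher and 2 lower, with Actb (log2 fold change 0.81, standard error 0.18, adjusted p = 0.00227) as the largest. Camera gave an adjusted p of 0.85, 0.85 and 0.76 for these contrasts. Across all probes, Pearson's r between the means of any 2 of the 6 groups was at least 0.838, the value for Synthecon and BM. Probes are not independent replicates, so no p is attached to these values. Without Static replicate 1, 2 rose in Static, and with Synthecon as 2 samples 1 was lower in Static than in dynamic culture. Of the 3 calls between Static and dynamic culture, 2 held without Static replicate 2 or 3 or with Synthecon as 2 samples. The probes of Actb moved in both directions between dynamic culture and native cells. Actb did not pass in Static against dynamic culture without Static replicate 3 (log2 fold change 0.51, adjusted p = 0.065).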

Overall, and as expected, the global gene expression pattern was similar across all samples when all DEG were included. However, there are differences that resulted in sample clustering. As shown in **Figure 2A**, the gene expression pattern of each gene when compared between BM and FL was highly similar, grouping them together. 

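BM and FL LKS cells differed in a small set of genes. Igf2bp3 and Igf2bp1, RNA-binding proteins of fetal tissue, were at least 21.6-fold lower (adjusted p = 4.8e-15) and at least 5.43-fold lower (adjusted p = 1.9e-06) in BM. Stfa1 (log2 fold change -5.51, standard error 0.68, adjusted p = 1.7e-05) and Stfa2 (log2 fold change -3.89, standard error 0.71, adjusted p = 0.00218), cysteine protease inhibitors of myeloid cells, were also lower in BM. Aldh1a1, a retinaldehyde dehydrogenase, was at least 6.93-fold higher (adjusted p = 1.1e-13) in BM, and the IgE receptor gene Fcer1a (log2 fold change 3.59, standard error 0.25, adjusted p = 1.9e-09) was higher there as well. Adjusted over all probes, 491 differed between BM and FL, of which 57 differed at least 5-fold (29 higher and 28 lower in BM). Pearson's r between the BM and FL means was 0.982 over all probes. By the methods' t-test the 5-fold count was 5 with equal variances and 0 with unequal variances, where the authors' table flags 1 probe at any fold, and with only BM and FL fitted it was 29. Without BM replicate 1 it was 103, and within slide 2, which held 2 BM and 3 FL arrays, it was 75.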

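Lyz2, the lysozyme of myeloid cells, had 13.99 ± 1.33 (SD, n = 3) in BM, 14.47 ± 0.44 (SD, n = 3) in FL and 9.49 ± 2.71 (SD, n = 3) in Static. In Spinner it had 6.11 ± 0.02 (SD, n = 3) and in Synthecon 6.16 ± 0.18 (SD, n = 2). The Euclidean distance in log2 over all probes to the mean of BM and FL was 138 for the Static mean and 157 for the mean of Spinner and Synthecon, a ratio of 0.879. Array by array, the distance was 148 ± 10.6 (SD, n = 3) in Static and 160 ± 1.89 (SD, n = 3) in Spinner. The 3 Static replicates lay at 158, 137 and 150, so that Static replicate 1 lay within the Spinner range of 158 to 161. The Synthecon arrays lay at 164, 163, 169, 168, 168, 168, 168 and 167 for replicates 1 to 8. A 2-sided exact permutation test of Static against Spinner gave p = 0.2, where the smallest p that 3 against 3 allow is 0.1.

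**Figure D1:**
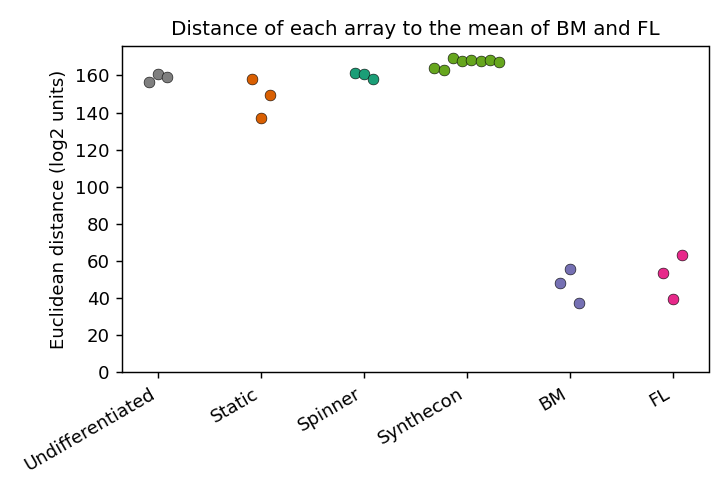
Euclidean distance of each array to the mean of BM and FL over all probes (y axis, log2 units) by group (x axis), 1 point per array. Static replicate 2 lies nearest among the ESC-derived arrays at 137, and Static replicate 1 lies among the Spinner arrays at 158.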

Interestingly, BM and FL-derived LKS cells were more similar to Static culture-generated LKS cells and more different from both Dynamic (Spinner and Synthecon) culture-derived LKS cells (**Figure 2A and 2B**). 

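Undifferentiated ESCs shared more of their profile with the ESC-derived LKS cells than with native LKS cells. Pearson's r across all probes with the undifferentiated mean was 0.976 for Spinner, 0.959 for Synthecon and 0.951 for Static. The same r was 0.877 for FL and 0.854 for BM. Dppa4, a gene of pluripotent cells, had 12.83 ± 0.29 (SD, n = 3) in undifferentiated ESCs, 13.51 ± 0.21 (SD, n = 3) in Spinner, 12.28 ± 0.94 (SD, n = 3) in Static and 5.54 ± 0.13 (SD, n = 3) in BM. The epithelial keratin gene Krt18 had 10.79 ± 0.89 (SD, n = 3) in undifferentiated ESCs, 10.01 ± 0.02 (SD, n = 2) in Synthecon, 10.88 ± 0.63 (SD, n = 3) in Static and 7.01 ± 0.29 (SD, n = 3) in FL. At least 5-fold from undifferentiated ESCs were 232 probes in Static and 59 in dynamic culture. Without Static replicate 1 the Static count was 438.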

Overall, all ESC-derived LKS groups were more similar to undifferentiated ESCs compared to BM and FL-derived LKS cells. However, undifferentiated cells cluster together with Spinner and Synthecon and separately from Static cultures. These results suggest that the LKS population from Static cultures at day 7 is enriched in cells more committed to hematopoietic lineage compared to their Dynamic counterparts.

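Static cultures differed from Spinner and Synthecon in pluripotency and growth genes. Dnmt3l, a cofactor of DNA methylation in ESCs and germ cells, was lower in Static, with a log2 fold change of -4.26 (standard error 0.43, adjusted p = 3.0e-07). Tcl1, an activator of Akt signalling in ESCs, and Gstp2, a glutathione transferase, were lower as well, with a log2 fold change of -3.59 (standard error 0.46, adjusted p = 6.4e-06) and a log2 fold change of -4.06 (standard error 0.52, adjusted p = 5.8e-06). Spp1 (log2 fold change -3.44, standard error 0.53, adjusted p = 4.9e-05), a secreted phosphoprotein, and Cpsf4l (log2 fold change -3.39, standard error 0.44, adjusted p = 7.3e-06) were lower too. The imprinted gene Dlk1, of the Notch ligand family, was higher in Static, with a log2 fold change of 5.61 (standard error 0.38, adjusted p = 4.7e-10). Over all probes, 5140 differed between Static and dynamic culture (2389 higher and 2751 lower in Static). Without Static replicate 2 the count was 3022, and with Synthecon as 2 samples it was 3647. By the methods' t-test with unequal variances it was 840, and 13 with Synthecon as 2 samples, and within slide 1, where 2 Static and 2 Spinner arrays are left, limma called 104. The authors' table flags 1115 probes between Static and Synthecon and none between Static and Spinner. Pearson's r with the dynamic mean was 0.98 for Static replicate 1 and 0.92 and 0.917 for replicates 2 and 3.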

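Blood cell genes were higher in Static than in dynamic culture across several lineages. Of the primitive erythroid genes, 7 of 7 were higher in Static (camera adjusted p = 1.9e-06, and adjusted p = 0.13 with an estimated correlation), among them the embryonic alpha-like globin gene Hba-x (log2 fold change 6.65, standard error 0.69, adjusted p = 3.5e-07). Of the definitive erythroid genes, 11 of 17 (13 adjusted over the list alone) were higher (camera adjusted p = 3.3e-07, and adjusted p = 0.2 with an estimated correlation). They include Hba-a1 (log2 fold change 5.74, standard error 0.72, adjusted p = 4.4e-06) and Alas2 (at least 7.54-fold higher, adjusted p = 0.00136), the heme synthesis enzyme of red cells. Megakaryocyte genes were higher in 8 of 10 (9 adjusted over the list alone, 1 of the 8 near or below background, no fold given, camera adjusted p = 9.0e-07, and adjusted p = 0.12 with an estimated correlation), with the transcription factor Nfe2 (at least 9.53-fold higher, adjusted p = 2.2e-05) and the platelet chemokine Pf4 (at least 6.13-fold higher, adjusted p = 7.5e-04). Monocyte and macrophage genes were higher in 8 of 14 (11 adjusted over the list alone, 1 of the 8 near or below background, no fold given, camera adjusted p = 1.1e-05, and adjusted p = 0.2 with an estimated correlation), with the chemokine Ccl3 (log2 fold change 4.38, standard error 0.68, adjusted p = 5.9e-05). Pan-leukocyte genes were higher in 10 of 15 (13 adjusted over the list alone, camera adjusted p = 5.2e-07, and adjusted p = 0.15 with an estimated correlation), with Cd52 (at least 7.81-fold higher, adjusted p = 3.0e-04) and Arhgdib (log2 fold change 3.21, standard error 0.54, adjusted p = 1.4e-04). Of the neutrophil granule genes, 3 of 16 were higher (camera adjusted p = 0.0401, and adjusted p = 0.5 with an estimated correlation), with Mpo (log2 fold change 4.67, standard error 0.65, adjusted p = 1.6e-05). Lymphoid progenitor genes were higher in 2 of 14 (camera adjusted p = 0.52), and genes of mast cells, basophils and eosinophils in 0 of 10 by limma (1 at an unadjusted p under 0.05, camera adjusted p = 0.71).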

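Static replicate 1 lay apart from Static replicates 2 and 3 for these gene groups, nearer to the dynamic cultures. Without it, 7 of 7 primitive erythroid, 14 of 17 definitive erythroid, 8 of 10 megakaryocyte, 11 of 14 monocyte and macrophage, 13 of 15 pan-leukocyte, 5 of 16 neutrophil granule and 2 of 10 mast cell, basophil and eosinophil genes were higher in Static. Without Static replicate 2 instead, 4 of the 7 primitive erythroid, 6 of the 11 definitive erythroid, 5 of the 8 megakaryocyte, 6 of the 8 monocyte and macrophage, 7 of the 10 pan-leukocyte, 2 of the 3 neutrophil granule and 1 of the 2 lymphoid progenitor calls held. Without Static replicate 3 the same counts were 5, 8, 6, 6, 8, 2 and 1. With Synthecon as 2 samples the first 5 counts were 4, 7, 7, 6 and 9. Arrays were spread over 3 slides, with Static and Spinner together on slide 1 and Static and Synthecon together on slide 3. Of the 8 monocyte and macrophage genes higher in Static, 8 had the same direction within slide 1 and 8 within slide 3, and of the 10 pan-leukocyte genes 10 and 10. These genes had been called with the same arrays, and slide 3 held 1 Static array, so the shared direction cannot exclude an effect of the slide. Of 135 named calls between Static and dynamic culture, 14 passed limma's test within slide 1.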

**Figure 2:**
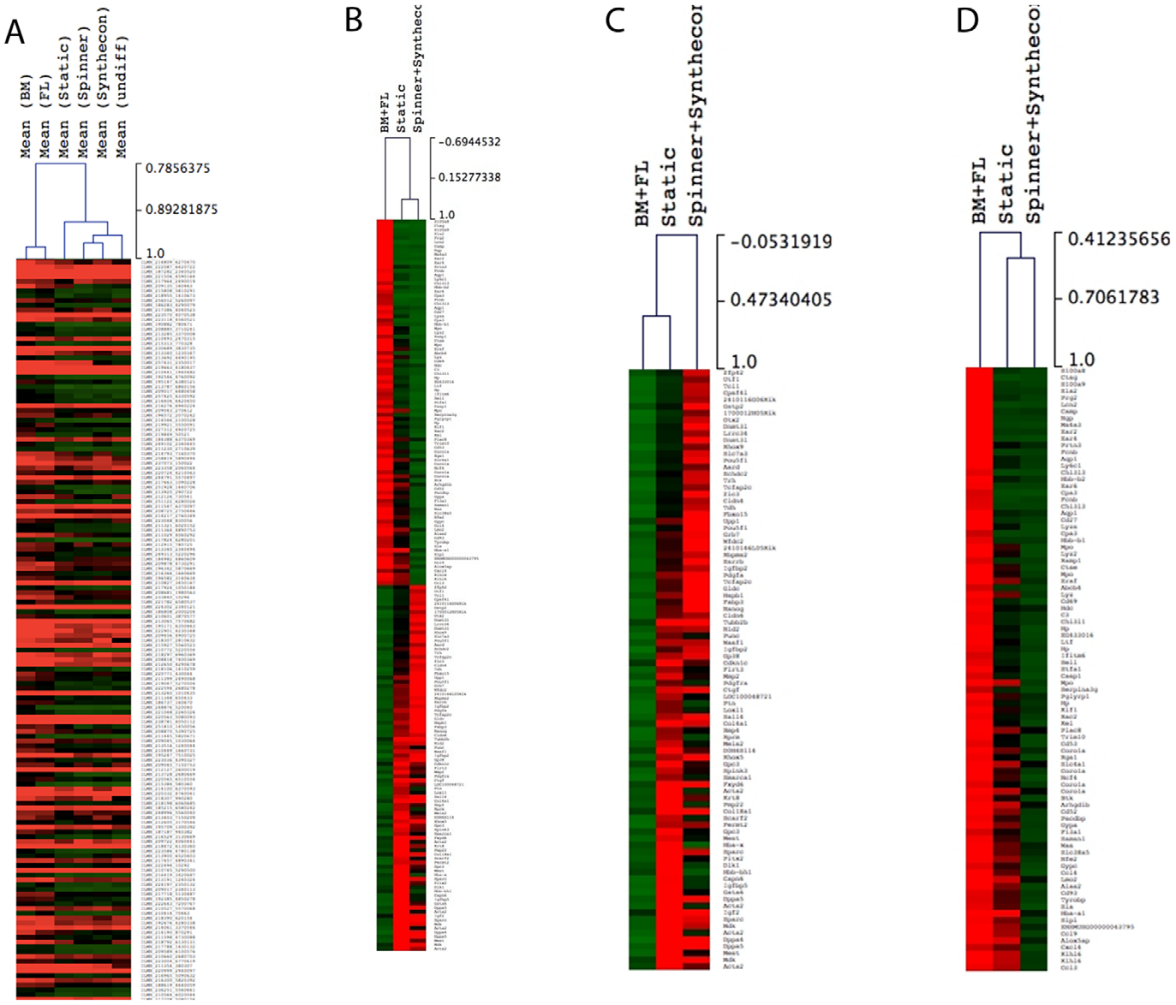
Global gene expression profile of BM- and FL-isolated as well as in vitro generated Lin-ckit+Sca-1+ progenitor cells. **A)** Sample Hierarchical clustering represents the conditions that cluster together based on differentially expressed genes (DEG) across all samples (mean of gene expression values for each group, One way Anova, p<0.05). **B)** Gene Hierarchical clustering of 5-fold DEG across native (BM+FL),Static and Dynamic (Spinner+Synthecon) culture conditions. Gene Hierarchical clustering of 5-fold DEG up-regulated (**C**) or down-regulated (**D**) in Static and Dynamic (Spinner and Synthecon) *in vitro* culture conditions compared to native isolated LKS cells (BM+FL). The genes used in these heat maps are listed within Supplementary material.

To determine the differences in gene expression profile between Static and Dynamic-derived LKS cells compared to native LKS cells, the BM and FL samples were grouped together (BM+FL) as were the Spinner and Synthecon samples (Spinner+Synthecon). Any gene showing 5-fold difference in these comparisons was selected. 

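In Static, the genes among the largest rises over native cells included Acta2, the smooth muscle actin gene, Mdk, a secreted growth factor of embryos, and the imprinted gene Mest. Acta2 had a log2 fold change of 7.35 (standard error 0.66, adjusted p = 5.1e-09), Mdk had a log2 fold change of 7.04 (standard error 0.25, adjusted p = 6.0e-16) and Mest was at least 58.5-fold higher (adjusted p = 9.5e-13). The genes among the largest falls included S100a8, a calcium-binding protein of neutrophils, with a log2 fold change of -8.16 (standard error 0.24, adjusted p = 2.2e-17), and the granule protease gene Ctsg, at least 116-fold lower (adjusted p = 1.5e-20). Among the largest rises in dynamic culture were those of Dppa5a, with a log2 fold change of 8.42 (standard error 0.30, adjusted p = 1.3e-16), and of Rhox5 (at least 118-fold higher, adjusted p = 6.0e-21) and Fabp3 (at least 88.6-fold higher, adjusted p = 4.3e-16). Among the largest falls there were those of the myeloperoxidase gene Mpo, with a log2 fold change of -8.76 (standard error 0.51, adjusted p = 1.1e-12), and of S100a9 (at least 140-fold lower, adjusted p = 2.6e-21). A 5-fold difference from native cells in either comparison, with an adjusted p under 0.05, selected 1317 probes. Among them 271 were higher in both cultures, 248 in Static alone and 255 in dynamic culture alone. Lower were 298 in both, 31 in Static alone and 214 in dynamic culture alone.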

Hierarchical clustering was performed, and a heat map was generated (**Figure 2B**). Separate heat maps were also generated using just the genes that were up-regulated in comparison to the BM+FL group (**Figure 2C**), and using just the genes that were down-regulated in comparison to the BM+FL group (**Figure 2D**). 

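The pluripotency gene Esrrb was at least 9.34-fold higher (adjusted p = 4.1e-06) in Static and at least 96.3-fold higher (adjusted p = 8.4e-13) in dynamic culture. Igf2, an imprinted growth factor, was higher in both, with a log2 fold change of 6.49 (standard error 0.40, adjusted p = 9.1e-12) in Static and a log2 fold change of 5.26 (standard error 0.30, adjusted p = 8.5e-13) in dynamic culture. Hba-x, an embryonic globin gene, rose in Static, with a log2 fold change of 5.89 (standard error 0.73, adjusted p = 8.2e-07) over native cells. Over the 774 probes at least 5-fold higher than native cells in either culture, Pearson's r across probes was 0.622 between Static and native cells, 0.376 between Static and dynamic culture and 0.502 between dynamic culture and native cells. By Euclidean distance the order was another, with 86.6 between Static and native cells and 52.9 between Static and dynamic culture. These probes were chosen for their difference from native cells, which enters the Euclidean distance. The choice enters r as well, since 248 of them were higher in Static alone and 255 in dynamic culture alone. Over all probes, r of Static was 0.952 with Spinner, 0.945 with Synthecon, 0.879 with BM and 0.902 with FL. Over the genes of Table S5, which the paper chose on these samples, r was 0.559 between Static and native cells and -0.312 between Static and dynamic culture.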

Interestingly, Static-derived and native LKS cells (BM+FL) cluster together when the up-regulated genes were selected (**Figure 2C**). In contrast, Static and Dynamic cultures (Spinner and Synthecon) cluster together when genes that are down-regulated are selected (**Figure 2D**). 

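Elane, the neutrophil elastase gene, was at least 101-fold lower (adjusted p = 1.1e-18) in Static and at least 104-fold lower (adjusted p = 2.6e-21) in dynamic culture than in native cells. Prg2, a granule protein of eosinophils, had a log2 fold change of -7.18 (standard error 0.24, adjusted p = 1.6e-16) in Static and was at least 116-fold lower (adjusted p = 5.1e-20) in dynamic culture. Cd27, a receptor of lymphocytes and progenitors, was at least 26.8-fold lower (adjusted p = 1.8e-15) in Static and at least 27.7-fold lower (adjusted p = 1.3e-18) in dynamic culture. Over the 543 probes at least 5-fold lower than native cells in either culture, r across probes was 0.659 between Static and dynamic culture and 0.583 between Static and native cells. The Euclidean distance was 34.7 between Static and dynamic culture and 69.5 between Static and native cells. The choice of probes by their difference from native cells enters both this distance and r. Over the genes of Table S6, also chosen by the paper on these samples, r was 0.531 between Static and dynamic culture and 0.313 between Static and native cells.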

The list of genes used in these heat maps is provided as part of Supplementary material (**Tables S5 and S6**).

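Fcer1a (at least 13-fold lower, adjusted p = 1.4e-11) and Hk3 (log2 fold change -4.64, standard error 0.36, adjusted p = 4.7e-10), a hexokinase of myeloid cells, were lower than in BM in Static, and Fcer1a had 6.91 and Hk3 8.04 in FL against 10.50 and 11.31 in BM. The fetal gene Igf2bp3 had 11.38 ± 0.42 (SD, n = 3) in FL, 12.32 ± 0.09 (SD, n = 3) in Static and 5.78 ± 0.22 (SD, n = 3) in BM. Fewer probes differed at least 5-fold from FL than from BM in every ESC-derived group. Static differed from BM in 963 probes and from FL in 781. Spinner differed from BM in 1181 and from FL in 1018, and Synthecon in 1248 and 1063. Counts are of probes at an adjusted p under 0.05 from limma. The difference between the counts against BM and against FL was not itself tested. Static lay on slides 1 and 3 and FL on slide 2, so Static and FL could not be compared within a slide.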

As observed in **Figure 3A and B**, significantly differentially expressed genes from all LKS cells generated *in vitro* were more similar to FL- than BM-LKS cells. Among all *in vitro* LKS cells, Static culture generated gene expression profiles most similar to native LKS cells. 

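Static had the fewest 5-fold differences from native cells of the 3 ESC-derived groups, against both BM and FL. Its probes higher than in BM numbered 554, near the 558 of Spinner, while its lower probes numbered 409 against 623 in Spinner and 600 in Synthecon. Against FL the lower probes numbered 274 in Static, 516 in Spinner and 479 in Synthecon. Lmo2, which blood formation requires, had 10.83 ± 2.40 (SD, n = 3) in Static, 7.32 ± 0.87 (SD, n = 3) in Spinner and 13.48 ± 0.06 (SD, n = 3) in BM. Arhgdib, a gene expressed in leukocytes, had 10.73 ± 1.99 (SD, n = 3) in Static, 7.41 ± 0.10 (SD, n = 3) in Spinner and 13.93 ± 0.61 (SD, n = 3) in BM. By the methods' t-test with unequal variances, which the spread of the Static arrays enters directly, Static had 312 probes against BM and 145 against FL, and Spinner had 1028 and 742. Array by array, the nearness of Static rests on replicates 2 and 3, since replicate 1 lies among the Spinner arrays.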

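Genes of epithelial junctions were higher in the ESC-derived groups than in native cells, 11 of 11 (1 of the 11 near or below background, no fold given) in Static and 11 of 11 (2 of the 11 near or below background, no fold given) in dynamic culture (camera adjusted p = 8.1e-10 and 2.4e-07). Krt8, an epithelial keratin gene, had a log2 fold change of 5.72 (standard error 0.21, adjusted p = 9.3e-16) in Static and a log2 fold change of 3.91 (standard error 0.16, adjusted p = 1.9e-15) in dynamic culture. The tight junction gene Cldn6 was at least 14.7-fold higher (adjusted p = 1.1e-08) in Static and at least 21.6-fold higher (adjusted p = 4.4e-12) in dynamic culture. Between Static and dynamic culture the same list was split, with 4 genes higher and 3 lower in Static (1 lower with Synthecon as 2 samples, camera adjusted p = 0.33), including Dsp (log2 fold change 2.16, standard error 0.23, adjusted p = 4.8e-07) and Cldn4 (log2 fold change -1.84, standard error 0.34, adjusted p = 3.5e-04). Of these 7 calls, 6 held without Static replicate 1, 5 without Static replicate 2 and 4 without Static replicate 3 or with Synthecon as 2 samples. Pearson's r across all probes was 0.976 between Spinner and Synthecon, 0.952 between Static and Spinner and 0.945 between Static and Synthecon. With BM it was 0.879 for Static and 0.847 for Spinner, and with FL it was 0.902 for Static, 0.872 for Spinner and 0.863 for Synthecon.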

Expression profiles for each of the three ESC conditions were more similar to each other than to BM or FL derived LKS cells (data not shown). The relationship between LKS cells generated in static, Spinner flask, and Synthecon cultures, were plotted as a Venn diagram to show the intersection and differences of differentially expressed genes compared to either BM or FL (**Figure 3C and D**). The larger number of intersecting genes in the Spinner flask and Synthecon groups demonstrated that Dynamic cultures were more similar to each other and differed from Static cultures.

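Spinner and Synthecon shared most of their 5-fold differences. Of the probes lower than BM in Spinner and those lower in Synthecon, 540 were the same, where 14.5 would be shared by independent draws. Of the higher probes they shared 443, 79.4% of those of Spinner, whereas Static shared 307 with Spinner and 292 with Synthecon. The lower probes of Static were nearly all shared, with 377 of 409 (92.2%) also lower in Spinner and 369 (90.2%) in Synthecon, beside 86.7% of those of Spinner shared with Synthecon. In all, 613 probes differed from BM in the 3 groups, 370 in Spinner and Synthecon alone, 231 in Static alone, 71 in Static and Spinner alone and 48 in Static and Synthecon alone. Against FL these counts were 448, 364, 220, 63 and 50. The pluripotency gene Zfp42 is of the kind shared by the dynamic cultures, with a mean of 11.99 in Spinner, 11.69 in Synthecon, 8.70 in Static and 6.72 in BM. Col3a1, a fibrillar collagen gene, is of the kind seen in Static, with 10.37 in Static, 5.83 in Spinner, 5.91 in Synthecon and 5.76 in BM. All comparisons share the same native arrays, so part of the overlap may come from them. Simulated groups without differences shared 0 probes past limma at 5-fold, where none are expected to pass at all, so that value leaves this part unmeasured.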

**Figure 3:**
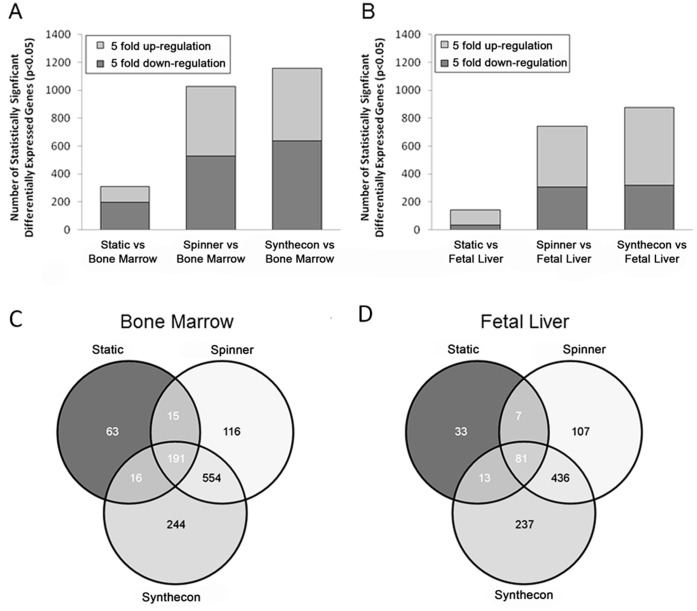
Differentially expressed genes in various LKS cell populations. Numbers of differentially expressed genes in Lin-ckit+Sca-1+ progenitor cells generated under Static, Spinner flask, and Synthecon rotary culture conditions with a 5-fold difference compared to LKS cells from bone marrow and fetal liver. ESC-derived Lin-ckit+Sca-1+ cells from all ESC conditions had fewer differentially expressed genes (p<0.05) relative to FL LKS cells (**B**) than to BM LKS cells (**A**). Expression profiles derived from Static culture conditions were more similar to BM and FL LKS cells expression patterns than were those generated under dynamic (Spinner flask or Synthecon) conditions. Venn diagram of genes differentially expressed (p<0.05) in Lin-ckit+Sca-1+ progenitor cells generated under Static, Spinner flask, and Synthecon rotary culture conditions with a 5-fold difference compared to LKS cells isolated from bone marrow (**C**) or fetal liver (**D**). Many genes were differentially expressed only within a particular culture system, and the dynamic culture systems shared the largest number of differentially expressed genes compared to both BM (**C**) and FL (**D**).

Identification of Gene Ontology (GO) groups focused on genes with the lowest p-values that were derived from unique term lineages. 

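Genes of basement membranes and of imprinted growth control were higher in ESC-derived LKS cells than in native LKS cells. Of 17 genes of basement membranes and matrix, 16 rose in Static (17 adjusted over the list alone), and 13 in dynamic culture, where 1 fell (camera adjusted p = 1.8e-17 and 1.1e-07, and adjusted p = 0.071 in the latter with an estimated correlation). Sparc, a secreted matrix protein, had a log2 fold change of 6.54 (standard error 0.41, adjusted p = 1.3e-11) in Static and a log2 fold change of 5.49 (standard error 0.31, adjusted p = 6.3e-13) in dynamic culture, and the collagen gene Col18a1 (log2 fold change 5.77, standard error 0.25, adjusted p = 1.6e-14) rose as well in Static. With Synthecon as 2 samples, 0 matrix genes fell in dynamic culture. Of 13 imprinted growth genes, 11 rose in Static, and 9 in dynamic culture (10 adjusted over the list alone, 2 of the 9 near or below background, no fold given), where 1 fell (camera adjusted p = 8.1e-13 and 7.7e-04, and adjusted p = 0.11 in the latter with an estimated correlation). Cdkn1c, an inhibitor of the cell cycle, had a log2 fold change of 5.16 (standard error 0.37, adjusted p = 1.2e-10) in Static, where Peg3 (at least 5.84-fold higher, adjusted p = 8.6e-12) rose as well. Of 16 genes of definitive and visceral endoderm, 11 rose in Static (12 adjusted over the list alone, 1 of the 11 near or below background, no fold given) and 2 fell (3 adjusted over the list alone, 1 of the 2 near or below background, no fold given), and 8 in dynamic culture (10 adjusted over the list alone, 2 of the 8 near or below background, no fold given), where 3 fell (1 of the 3 near or below background, no fold given, camera adjusted p = 5.0e-04 and 0.077, and adjusted p = 0.17 in the former with an estimated correlation). Gata6, which specifies primitive endoderm, was at least 40.2-fold higher (adjusted p = 1.1e-11) in Static and at least 6.84-fold higher (adjusted p = 1.6e-10) in dynamic culture, and the endoderm adaptor gene Dab2 (log2 fold change 4.04, standard error 0.52, adjusted p = 1.7e-06) rose in Static. Of 13 genes of the primitive streak and early mesoderm, 6 rose in Static (3 of the 6 near or below background, no fold given), and 4 in dynamic culture (3 of the 4 near or below background, no fold given), where 1 fell (camera adjusted p = 0.00288 and 0.23). The mesoderm transcription factor genes Evx1 (at least 2.22-fold higher, adjusted p = 1.0e-05) and Hand1 (at least 1.73-fold higher, adjusted p = 1.5e-11) rose in Static. Of 10 trophoblast genes, 5 rose in Static, and 4 in dynamic culture (2 of the 4 near or below background, no fold given, camera adjusted p = 4.7e-04 and 0.19). The placental gene Plac1 (at least 8.98-fold higher, adjusted p = 5.3e-12) and the caudal gene Cdx2 (at least 7.15-fold higher, adjusted p = 9.7e-15) rose in Static. Of 10 anterior Hox genes, 4 rose in Static (1 of the 4 near or below background, no fold given), and 2 in dynamic culture (all near or below background, no fold given), where 3 fell (1 of the 3 near or below background, no fold given, camera adjusted p = 0.0584 and 0.68). Hoxd4 (at least 2.69-fold higher, adjusted p = 1.3e-11) and Hoxb2 (at least 2.52-fold higher, adjusted p = 6.4e-06) rose in Static. Of the 6 streak and mesoderm calls in Static, 5 held without Static replicate 2 or with Synthecon as 2 samples and 4 without Static replicate 1 or with the slide as a block. In dynamic culture, of 4 trophoblast calls 3 held with Synthecon as 2 samples and 2 with the slide as a block, and of 5 anterior Hox calls 4 held with Synthecon as 2 samples and 3 with the slide as a block.

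**Figure D2:**
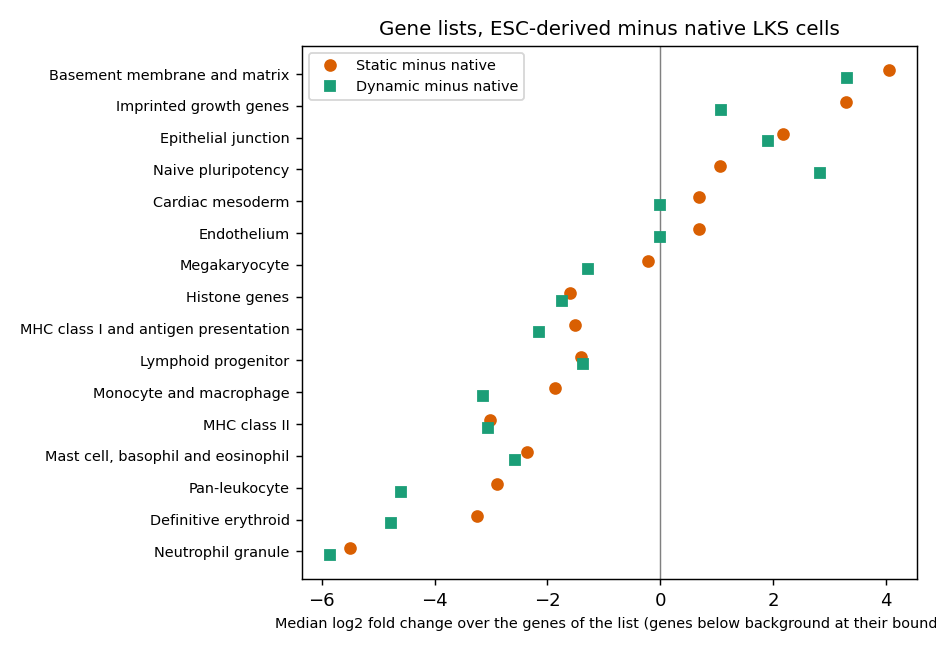
Median log2 fold change over native cells (x axis) of 16 of the gene lists (y axis) in Static and in dynamic culture, with genes below background at their bound. Of the lists shown, basement membrane and matrix genes lie furthest to the right, and neutrophil granule genes lie furthest to the left.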

In general, genes up-regulated in ESC cultures compared to BM and FL, included GO terms involved in development (**Table S1 and S3**). 

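Genes of mature and maturing blood cells were lower in ESC-derived LKS cells than in native LKS cells. Of 16 neutrophil granule genes, 15 fell in Static (1 of the 15 near or below background, no fold given), and 16 in dynamic culture (1 of the 16 near or below background, no fold given, camera adjusted p = 4.2e-20 and 3.1e-17). Lcn2, an iron-binding granule protein, was at least 47.4-fold lower (adjusted p = 6.1e-08) in Static. Of 10 genes of mast cells, basophils and eosinophils, 9 fell in Static, and 9 in dynamic culture (camera adjusted p = 6.9e-10 and 7.7e-08). Cpa3 (at least 15.8-fold lower, adjusted p = 1.4e-09) and Hdc (log2 fold change -4.68, standard error 0.31, adjusted p = 3.3e-11), the mast cell carboxypeptidase and histidine decarboxylase genes, fell in Static. Of 15 pan-leukocyte genes, 15 fell in Static, and 14 in dynamic culture (camera adjusted p = 1.3e-09 and 8.6e-12, and adjusted p = 0.11 and 0.1 with an estimated correlation). Rac2 (log2 fold change -3.96, standard error 0.36, adjusted p = 6.5e-09), a gene of blood cells, and Coro1a (log2 fold change -6.18, standard error 0.39, adjusted p = 4.8e-12), an actin regulator of leukocytes, are examples from Static and from dynamic culture. Of 14 genes of monocytes and macrophages, 12 fell in Static (13 adjusted over the list alone, 1 of the 12 near or below background, no fold given), and 13 in dynamic culture (1 of the 13 near or below background, no fold given, camera adjusted p = 3.0e-05 and 1.2e-08, and adjusted p = 0.24 and 0.12 with an estimated correlation). Of 14 genes of lymphoid progenitors, 9 fell in Static, and 9 in dynamic culture (camera adjusted p = 6.9e-06 and 5.4e-05, and adjusted p = 0.0523 and 0.1 with an estimated correlation).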

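Of 17 definitive erythroid genes, 16 fell in Static (17 adjusted over the list alone), and 17 in dynamic culture (camera adjusted p = 1.1e-09 and 1.9e-13, and adjusted p = 0.17 and 0.1 with an estimated correlation). Ahsp (log2 fold change -8.09, standard error 0.50, adjusted p = 2.9e-12), a chaperone of alpha globin, and Klf1 (log2 fold change -3.99, standard error 0.53, adjusted p = 2.6e-06), the erythroid transcription factor gene, are examples from dynamic culture and from Static. Of 10 megakaryocyte genes, 1 fell in Static, and 9 in dynamic culture (10 adjusted over the list alone, 2 of the 9 near or below background, no fold given, camera adjusted p = 0.35 and 5.1e-05, and adjusted p = 0.17 in the latter with an estimated correlation). Of 7 MHC class II genes, 7 fell in Static (1 of the 7 near or below background, no fold given), and 7 in dynamic culture (1 of the 7 near or below background, no fold given, camera adjusted p = 1.0e-05 and 4.9e-05, and adjusted p = 0.17 and 0.2 with an estimated correlation). Cd74 (at least 10.6-fold lower, adjusted p = 2.3e-06), the invariant chain gene, fell in Static. Of 11 genes of MHC class I and antigen presentation, 11 fell in Static (1 of the 11 near or below background, no fold given), and 11 in dynamic culture (1 of the 11 near or below background, no fold given, camera adjusted p = 4.2e-11 and 3.7e-10). Psmb9 (log2 fold change -2.96, standard error 0.24, adjusted p = 1.2e-09), an immunoproteasome subunit gene, and B2m (log2 fold change -2.53, standard error 0.26, adjusted p = 1.3e-08), the light chain gene of MHC class I, fell in Static and in dynamic culture respectively. Without Static replicate 1, whose values lay nearer to dynamic culture, 14 of 17 definitive erythroid, 6 of 14 monocyte and macrophage, 1 of 10 megakaryocyte and 14 of 15 pan-leukocyte genes fell in Static, and 2 of 10 megakaryocyte genes rose. Of the 12 monocyte and macrophage calls in Static, 11 held without Static replicate 2 or 3, 8 with Synthecon as 2 samples and 6 without Static replicate 1 or with the slide as a block.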

Down-regulated genes in ESC conditions, when compared to BM and FL, contained GO terms important for hematopoietic cell functionalities (**Table S2 and S4**). These results imply that ESC-derived LKS cells are still largely in a developmental stage, rather than a stage expressing genes characteristic of multipotent hematopoietic cells.

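Of 24 genes of HSCs and multipotent progenitors, 10 fell in Static (12 adjusted over the list alone) and 4 rose, and 15 in dynamic culture (1 of the 15 near or below background, no fold given), where 2 rose (camera adjusted p = 0.076 and 1.4e-04, and adjusted p = 0.14 in the latter with an estimated correlation). Lyl1, a transcription factor of HSCs, had a log2 fold change of -2.73 (standard error 0.34, adjusted p = 1.1e-06) in Static and was at least 14.1-fold lower (adjusted p = 5.4e-13) in dynamic culture. Gfi1, a repressor that restrains HSC proliferation, had a log2 fold change of -3.90 (standard error 0.15, adjusted p = 1.8e-15) in Static. Cd93 (at least 21.6-fold lower, adjusted p = 3.4e-13), a receptor of early progenitors, fell in dynamic culture. Ndn, an imprinted gene also active in HSCs, had a log2 fold change of 3.19 (standard error 0.30, adjusted p = 8.4e-09) in Static. Of 7 primitive erythroid genes, 3 rose in Static and 4 fell, and 0 in dynamic culture by limma (0 at an unadjusted p under 0.05), where 4 fell (5 adjusted over the list alone, camera adjusted p = 0.85 and 0.00154, and adjusted p = 0.27 in the latter with an estimated correlation). Static had 10 of 24 (13 adjusted over the list alone) of the HSC and progenitor genes higher than dynamic culture (camera adjusted p = 2.7e-06, and adjusted p = 0.12 with an estimated correlation). They include Lmo2 (log2 fold change 3.52, standard error 0.56, adjusted p = 7.0e-05), a cofactor of blood transcription factors, and Gfi1b (at least 2.91-fold higher, adjusted p = 0.00382). Of these 10, 9 held without Static replicate 3, 8 with Synthecon as 2 samples and 7 without Static replicate 2. Without Static replicate 1 the count was 12 of 24, and 6 of 24 HSC and progenitor and 2 of 7 primitive erythroid genes fell in Static against native cells. From the terms enriched among genes higher and lower than in BM and FL, the paper proposes that ESC-derived LKS cells are still largely at a developmental stage and do not yet express the genes of multipotent hematopoietic cells. Gfi1b did not pass in Static against dynamic culture without Static replicate 2 (log2 fold change 1.43, adjusted p = 0.095).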

### Hematopoietic Gene Expression in ESC Cultures Compared to Bone Marrow and Fetal Liver

To evaluate hematopoiesis, we compared fold changes in gene expression levels of hematopoietic cell-surface markers and hematopoiesis-related molecules under each *in vitro* condition to BM and FL (**Figure 4**). 

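Hematopoietic surface markers moved in both directions in dynamic culture against native LKS cells. Of the 6 markers of Fig. 4A and B measured, 0 rose and 2 fell in Static (4 adjusted over the list alone) by limma (1 higher at an unadjusted p under 0.05), and 1 rose and 4 fell in dynamic culture (1 of the 4 near or below background, no fold given, camera adjusted p = 0.21 and 0.12). Ly6a encodes Sca-1, on which the cells were sorted. It had 8.17 ± 0.28 (SD, n = 3) in BM and 8.54 ± 0.69 (SD, n = 3) in FL. In ESC-derived cells it had 9.30 ± 0.37 (SD, n = 3) in Static, 9.36 ± 0.39 (SD, n = 3) in Spinner and 10.99 ± 0.59 (SD, n = 2) in Synthecon. Over native cells Ly6a had a log2 fold change of 1.82 (standard error 0.34, adjusted p = 8.6e-05) in dynamic culture and a log2 fold change of 0.95 (standard error 0.45, adjusted p = 0.13) in Static. Of the 2 markers called in Static, 1 held without Static replicate 1, and 1 passed the methods' t-test with unequal variances. No probe in the deposited tables was found for Kit, the gene of c-kit. Ly6a passed in Static against native cells without Undifferentiated replicate 2 (log2 fold change 0.95, adjusted p = 0.014).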

In general, we observed a slight down-regulation of hematopoietic markers in ESC-derived cells compared to BM- and FL-derived LKS cells, with the exception of Sca-1 up-regulation in all three conditions. Specifically, Synthecon™ cultures showed high levels of Sca-1, consistent with our previous results [14].

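Ly6a was highest in the Synthecon vessels among the 5 LKS groups. Synthecon had a log2 fold change of 2.82 (standard error 0.43, adjusted p = 8.6e-06) over BM and a log2 fold change of 2.45 (standard error 0.43, adjusted p = 6.0e-05) over FL. All 8 Synthecon arrays had a higher value than the 3 BM arrays. Spinner had a log2 fold change of 1.19 (standard error 0.52, adjusted p = 0.093) over BM and a log2 fold change of 0.82 (standard error 0.52, adjusted p = 0.29) over FL, and Static had a log2 fold change of 1.13 (standard error 0.52, adjusted p = 0.13) over BM. Ly6a passed in Spinner against BM without Undifferentiated replicate 2 (log2 fold change 1.19, adjusted p = 0.00699). Ly6a passed in Static against BM without Undifferentiated replicate 2 (log2 fold change 1.13, adjusted p = 0.013).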

**Figure 4:**
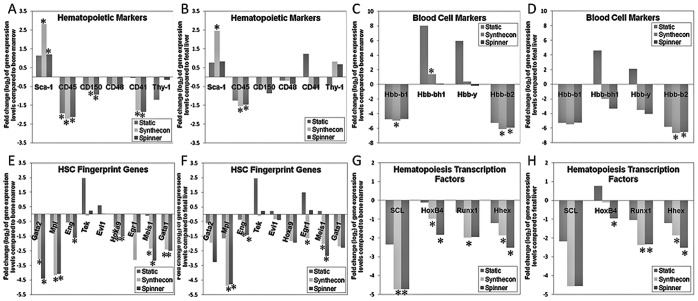
Differences in LKS cell gene expression. Fold changes of lineage-specific genes differentially regulated in Lin-ckit+Sca-1+ cells derived from Static and bioreactor culture conditions (Synthecon and Spinner flask) relative to LKS cells purified from BM and FL. Expression levels (n = 3) were compared for genes encoding cell surface markers of hematopoiesis (**A, B**), and blood cell markers (erythropoiesis) (**C,D**), the HSC “fingerprint” genes of Chambers et al [18] (**E,F**) and critical hematopoietic transcription factors (**G,H**). The expression levels of hematopoietic markers (**A,B**) and blood cell markers (erythropoiesis) (**C,D**) were primarily down-regulated under ESC conditions as compared to BM and FL. When compared to BM and FL, the majority of the HSC fingerprint (**E,F**) and HSC transcription factor gene expression (**G,H**) was also down-regulated. (*) represent gene- expression values of statistical significance (p<0.05).

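Slamf1 encodes CD150, Itga2b encodes CD41, Thy1 encodes Thy-1 and Cd48 encodes CD48, all used to part HSCs from other LKS cells. Slamf1 had a log2 fold change of -0.85 (standard error 0.21, adjusted p = 0.00266) in Static and was at least 1.36-fold lower (adjusted p = 1.1e-08) in dynamic culture against native cells. Itga2b had a log2 fold change of -1.17 (standard error 0.26, adjusted p = 7.0e-04) in dynamic culture. Static had a log2 fold change of 0.59 (standard error 0.35, adjusted p = 0.24) for the same gene. Thy1 was lower in Static than in dynamic culture, with a log2 fold change of -1.14 (standard error 0.31, adjusted p = 0.01). Cd48 was above background on 0 of 3 BM arrays, 0 of 3 Static arrays and 0 of 3 Spinner arrays, so no fold is given for it. Slamf1 in Static against native cells (adjusted p = 0.34) and Thy1 in Static against dynamic culture (adjusted p = 0.2) did not pass the methods' t-test with unequal variances. Slamf1 did not pass in Static against native cells without Static replicate 1 (log2 fold change -0.39, adjusted p = 0.0503). Itga2b passed in Static against native cells without Static replicate 1 (log2 fold change 1.48, adjusted p = 2.0e-07). Thy1 did not pass in Static against dynamic culture without any 1 of Static replicates 2 or 3 (adjusted p = 0.062 to 0.12).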

The expression of additional cell-surface markers (CD150, Thy-1, CD48 and CD41) implicated in heterogeneity of murine LKS cells [30] was primarily down-regulated **(** **Figures 4A,B** **)**. However, only the expression of CD150 and CD41 on Synthecon and Spinner flask conditions compared to BM was statistically significantly reduced. Additionally, the expression levels of blood cell markers were mostly down-regulated in ESC conditions compared to BM and FL. 

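Against BM, Slamf1 was at least 1.32-fold lower (adjusted p = 8.0e-06) in Spinner and at least 1.39-fold lower (adjusted p = 1.7e-06) in Synthecon. Itga2b was at least 2.82-fold lower (adjusted p = 9.3e-04) in Spinner and had a log2 fold change of -1.77 (standard error 0.34, adjusted p = 1.3e-04) in Synthecon against BM. In Static, Slamf1 had a log2 fold change of -0.84 (standard error 0.24, adjusted p = 0.01) against BM and a log2 fold change of -0.86 (standard error 0.24, adjusted p = 0.00991) against FL. Thy1 had a log2 fold change of -1.20 (standard error 0.38, adjusted p = 0.022) in Static against BM. None of these Static calls passed the methods' t-test with unequal variances (adjusted p = 0.35, 0.36 and 0.17). Slamf1 did not pass in Static against BM without Static replicate 1 (log2 fold change -0.38, adjusted p = 0.097). Slamf1 did not pass in Static against FL without any 1 of Static replicate 1 or FL replicate 2 (adjusted p = 0.062 to 0.086) and with the slide as a block (adjusted p = 0.078). Thy1 did not pass in Static against BM without any 1 of Static replicates 2 or 3 or BM replicate 3 (adjusted p = 0.069 to 0.11).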

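The adult beta-globin genes were lower in all ESC-derived LKS cells than in native LKS cells. Hbb-b1 was at least 22.5-fold lower (adjusted p = 5.4e-08) in Static and at least 23.2-fold lower (adjusted p = 1.3e-10) in dynamic culture. Hbb-b2 had a log2 fold change of -5.52 (standard error 0.42, adjusted p = 2.7e-10) in Static and was at least 53.5-fold lower (adjusted p = 6.7e-14) in dynamic culture. Of the 4 blood cell markers of Fig. 4C and D, 2 fell and 2 rose in Static, and 2 fell in dynamic culture (3 adjusted over the list alone, camera adjusted p = 0.52 and 0.011, and adjusted p = 0.22 in the latter with an estimated correlation). Hbb-b2 in Static against native cells did not pass the methods' t-test with unequal variances (adjusted p = 0.0516).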

Expression of embryonic hemoglobins, Hbb-bh1 and Hbb-y, was significantly higher in Static than Synthecon or Spinner flasks **(** **Figures 4C,D** **)**. 

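The embryonic beta-like globin genes Hbb-bh1 and Hbb-y are expressed in primitive red cells of the yolk sac. Hbb-bh1 had 13.73 ± 1.59 (SD, n = 3) in Static, 5.81 ± 0.22 (SD, n = 3) in Spinner and 7.12 ± 1.85 (SD, n = 2) in Synthecon. Hbb-y had 11.86 ± 3.03 (SD, n = 3) in Static, 5.82 ± 0.07 (SD, n = 3) in Spinner and 6.33 ± 0.94 (SD, n = 2) in Synthecon. Between Static and dynamic culture, Hbb-bh1 had a log2 fold change of 7.27 (standard error 0.78, adjusted p = 6.1e-07) and Hbb-y had a log2 fold change of 5.79 (standard error 0.92, adjusted p = 7.9e-05). Against native cells in Static, Hbb-bh1 had a log2 fold change of 6.31 (standard error 0.83, adjusted p = 1.9e-06) and Hbb-y had a log2 fold change of 4.07 (standard error 0.98, adjusted p = 0.00235). With unequal variances, the methods' t-test did not call Hbb-bh1 (adjusted p = 0.082) or Hbb-y (adjusted p = 0.24) between Static and dynamic culture, nor Hbb-y in Static against native cells (adjusted p = 0.24). The 3 Static arrays lay above all 3 Spinner arrays for both genes, and Static replicate 1 was the lowest of the 3, with 11.90 and 8.77. Hbb-y did not pass in Static against native cells without Static replicate 2 (log2 fold change 2.60, adjusted p = 0.0508).

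**Figure D3:**
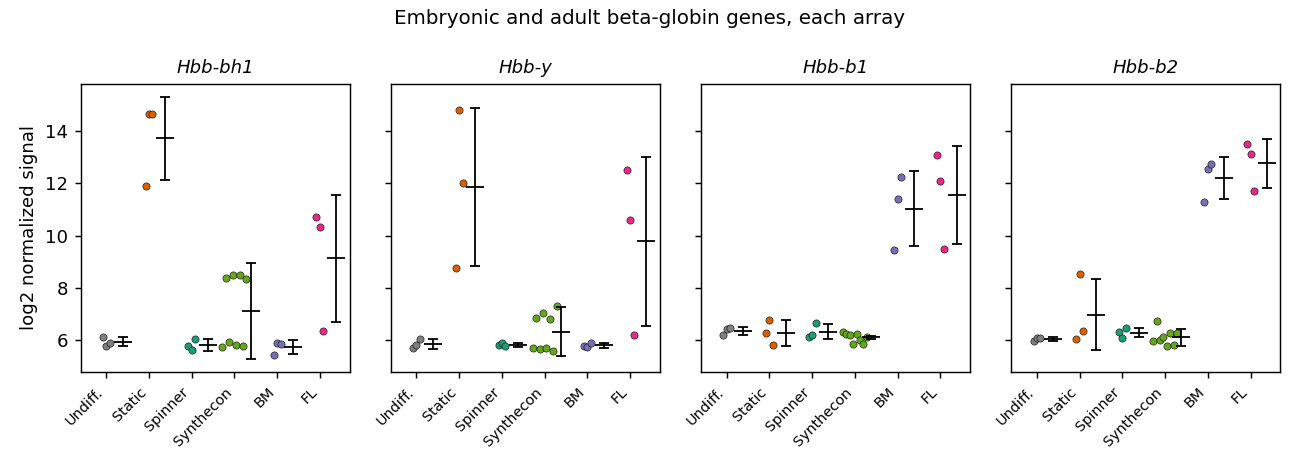
Log2 expression of globin genes (y axis) by group (x axis), 1 point per array. The 3 Static arrays lie highest for Hbb-bh1, between 11.90 and 14.65.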

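Ptprc encodes CD45, a phosphatase on the surface of blood cells. It was above background on 3 of 3 BM and 2 of 3 FL arrays, and on 0 of 3 Static, 0 of 3 Spinner and 0 of 8 Synthecon arrays. Against BM, Ptprc was at least 2-fold lower (adjusted p = 2.9e-06) in Static, at least 2.02-fold lower (adjusted p = 9.4e-07) in Spinner and at least 2.12-fold lower (adjusted p = 4.3e-08) in Synthecon. Against FL it was at least 1.42-fold lower (adjusted p = 2.1e-04) in Static, at least 1.43-fold lower (adjusted p = 5.8e-05) in Spinner and at least 1.5-fold lower (adjusted p = 4.7e-06) in Synthecon. None of these 6 passed the methods' t-test with unequal variances (adjusted p = 0.14, 0.075 and 0.062 against BM, and 0.19, 0.099 and 0.083 against FL).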

The expression of mature hematopoietic cell marker, CD45, was statistically significantly down-regulated in all culture conditions compared to BM **(** **Figure 4A** **)** and in Synthecon and Spinner flask conditions compared to FL (**Figure 4B**).

We next determined whether we could detect a “HSC fingerprint” as described by Chambers et al. [18]. The HSC fingerprint genes analyzed **(** **Figures 4E,F** **)** were significantly more down-regulated in Synthecon or Spinner flask conditions than Static when compared to BM and FL. In contrast, *Tek*, an endothelial-specific receptor tyrosine kinase, was up-regulated in Static cultures relative to BM and FL (**Figures 4E,F**). Furthermore, the expression of several transcription factors critical to hematopoiesis, specifically *Scl*, *Hoxb4*, *Runx1* and *Hhex* [31]–[34], was reduced in LKS cells derived from Synthecon and Spinner conditions relative to those from Static-cultures **(** **Figures 4G,H** **)**.

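The HSC fingerprint genes were lower in dynamic culture than in Static. Of the 9 genes measured, 7 of 9 (8 adjusted over the list alone) were higher in Static than in dynamic culture (camera adjusted p = 3.3e-07, and adjusted p = 0.063 with an estimated correlation). Meis1, a cofactor of Hox proteins, had a log2 fold change of 2.65 (standard error 0.28, adjusted p = 3.7e-07) between Static and dynamic culture, and Gata2, needed for HSC maintenance, had a log2 fold change of 2.00 (standard error 0.28, adjusted p = 1.7e-05). Against native cells, 3 of 9 fell in Static (4 adjusted over the list alone) and 7 in dynamic culture (camera adjusted p = 0.52 and 1.4e-04, and adjusted p = 0.1 in the latter with an estimated correlation). Of the 7 genes higher in Static than in dynamic culture, 6 held without Static replicate 2 or with the slide as a block and 5 without Static replicate 3 or with Synthecon as 2 samples, and 0 passed the methods' t-test with unequal variances. In dynamic culture Meis1 had a log2 fold change of -2.59 (standard error 0.22, adjusted p = 6.0e-10) and Gata2 had a log2 fold change of -3.16 (standard error 0.22, adjusted p = 2.4e-11), and in Static Gata2 had a log2 fold change of -1.16 (standard error 0.29, adjusted p = 0.00375). With Static replicate 1, which lay nearer to dynamic culture, left out, 7 of 9 were higher in Static than in dynamic culture. Within slide 1, 7 of these 7 genes had that direction, and within slide 3 7 did, though they had been called with these same arrays. Gata2 did not pass in Static against native cells without Static replicate 2 (log2 fold change -0.87, adjusted p = 0.051).

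**Figure D4:**
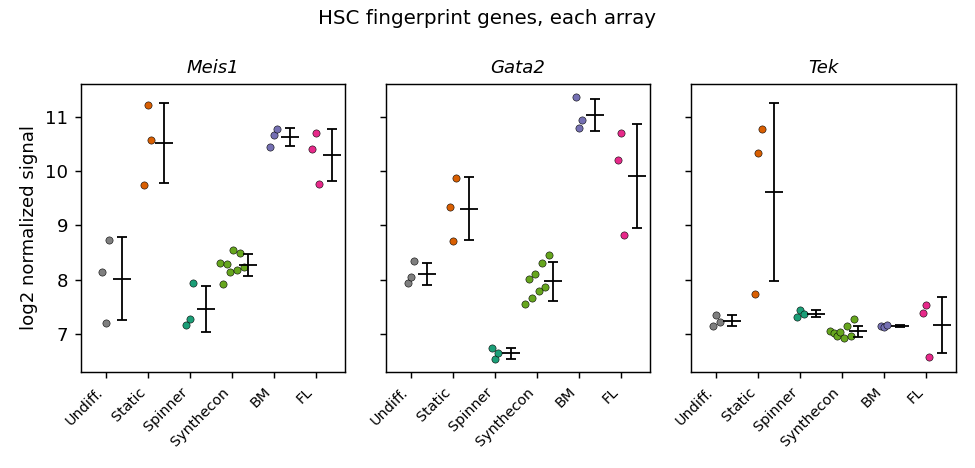
Log2 expression of HSC fingerprint genes (y axis) by group (x axis), 1 point per array. For Meis1, the 3 Static arrays lie between 9.74 and 11.22, above all arrays of the dynamic cultures.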

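Tek encodes an angiopoietin receptor of endothelial cells and HSCs. It had 9.61 ± 1.64 (SD, n = 3) in Static, 7.14 ± 0.02 (SD, n = 3) in BM and 7.16 ± 0.51 (SD, n = 3) in FL. Tek had a log2 fold change of 2.46 (standard error 0.43, adjusted p = 1.1e-04) in Static against BM and a log2 fold change of 2.45 (standard error 0.43, adjusted p = 1.5e-04) against FL. Against dynamic culture Tek had a log2 fold change of 2.40 (standard error 0.36, adjusted p = 3.4e-05) in Static. Tek did not pass the methods' t-test with unequal variances against BM (adjusted p = 0.25), FL (adjusted p = 0.26) or dynamic culture (adjusted p = 0.28).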

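Tal1 (Scl), Hoxb4, Runx1 and Hhex, transcription factors of blood formation, were lower in dynamic culture than in Static. Between Static and dynamic culture, Tal1 was at least 2.55-fold higher (adjusted p = 8.3e-04) and Hoxb4 had a log2 fold change of 1.29 (standard error 0.19, adjusted p = 3.4e-05). Runx1 was at least 1.43-fold higher (adjusted p = 4.1e-04) and Hhex had a log2 fold change of 0.98 (standard error 0.27, adjusted p = 0.012). Against native cells, 3 of 4 fell in Static and 4 in dynamic culture (camera adjusted p = 0.17 and 8.7e-04, and adjusted p = 0.11 in the latter with an estimated correlation). Camera between Static and dynamic culture gave an adjusted p of 3.0e-04, and adjusted p = 0.12 with an estimated correlation. In dynamic culture Tal1 was at least 12.2-fold lower (adjusted p = 3.8e-10) against native cells. All 4 were higher in Static, and 4 of 4 without Static replicate 1. Of these 4, 3 held without Static replicate 2 or 3 or with Synthecon as 2 samples, and 0 passed the methods' t-test with unequal variances. Of the 3 calls in Static against native cells, 2 held without Static replicate 1 or with Synthecon as 2 samples or with the slide as a block, and 0 passed the methods' t-test with unequal variances. Within slide 1, 4 of 4 and within slide 3, 4 of 4 were higher in Static, though they had been called with these same arrays. Hhex did not pass in Static against dynamic culture without any 1 of Static replicates 2 or 3 (adjusted p = 0.14 to 0.22) and with Synthecon as 2 samples (adjusted p = 0.079).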

### Non-Hematopoietic Lineage Gene Expression in ESC Cultures Compared to Bone Marrow and Fetal Liver

We were also interested in investigating non-hematopoietic lineage-committed genes expressed in these ESC-derived Lin-ckit^+^Sca-1^+^cells. ESC conditions generated similar expression patterns for hepatogenesis and myogenesis markers **(** **Figures 5A–D** **)**. Conversely, we observed higher expression of neuronal markers in Synthecon and Spinner flasks than in Static cultures **(** **Figures 5G,H** **)**. 

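Des, the intermediate filament gene of muscle, was higher in both kinds of culture than in native cells. It was at least 7.3-fold higher (adjusted p = 4.3e-12) in Static and at least 4.28-fold higher (adjusted p = 5.3e-13) in dynamic culture. Myl10, a myosin light chain gene, was at least 4.66-fold lower (adjusted p = 8.2e-12) in Static and at least 4.81-fold lower (adjusted p = 2.2e-14) in dynamic culture. Of the 8 myogenesis genes, 3 rose and 1 fell in Static, and 3 rose (1 of the 3 near or below background, no fold given) and 2 fell in dynamic culture (camera adjusted p = 0.13 and 0.85). Set against dynamic culture, 4 were higher and 1 lower in Static (camera adjusted p = 0.021, and adjusted p = 0.12 with an estimated correlation). They include the slow troponin gene Tnni1, which was at least 4.78-fold higher (adjusted p = 5.2e-09), and the light chain gene Mylpf, which had a log2 fold change of -2.49 (standard error 0.34, adjusted p = 1.2e-05). Of these 5, 4 held without Static replicate 2 or 3 or with Synthecon as 2 samples, and 0 passed the methods' t-test with unequal variances. Of the 4 hepatogenesis genes, 2 rose (1 of the 2 near or below background, no fold given) and 1 fell in Static (2 adjusted over the list alone, that 1 near or below background, no fold given), and 1 rose (2 adjusted over the list alone, that 1 near or below background, no fold given) and 2 fell (1 of the 2 near or below background, no fold given) in dynamic culture (camera adjusted p = 0.84 and 0.67). Of these 4, 0 passed by limma between Static and dynamic culture (2 higher at an unadjusted p under 0.05, camera adjusted p = 0.14), and without Static replicate 1, 2 of 4 were higher in Static. Of the 3 calls in Static against native cells, 2 held without Static replicate 3, and 0 passed the methods' t-test with unequal variances. Cebpb, a transcription factor of hepatocytes and myeloid cells, had a log2 fold change of -1.85 (standard error 0.29, adjusted p = 1.0e-05) in dynamic culture. Foxa2 and Afp were above background on no array of the 5 LKS groups, so no fold is given.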

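Genes of hepatocytes moved in both directions. Of 11 hepatocyte genes, 2 rose in Static and 3 fell (2 of the 3 near or below background, no fold given), and 1 in dynamic culture (0 adjusted over the list alone), where 2 fell (1 of the 2 near or below background, no fold given, camera adjusted p = 0.86 and 0.7). Of the 3 calls in dynamic culture, 2 held with Synthecon as 2 samples or with the slide as a block. Ttr, the transthyretin gene, which visceral endoderm also expresses, had a log2 fold change of 3.97 (standard error 0.47, adjusted p = 4.8e-07) in Static, and the transferrin gene Trf had a log2 fold change of -3.11 (standard error 0.36, adjusted p = 3.0e-07).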

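The homeobox genes Otx1 and Otx2, of the anterior neural plate, were higher in dynamic culture than in Static. Otx2 had a log2 fold change of -3.45 (standard error 0.51, adjusted p = 3.0e-05) and Otx1 was at least 2.3-fold lower (adjusted p = 3.6e-04) in Static against dynamic culture. Nes, an intermediate filament gene of neural progenitors, had a log2 fold change of 0.28 (standard error 0.21, adjusted p = 0.44) between them. Against native cells, Otx2 was at least 2.55-fold higher (adjusted p = 9.2e-04) in Static and at least 27.8-fold higher (adjusted p = 1.4e-11) in dynamic culture, and Nes had a log2 fold change of 1.30 (standard error 0.22, adjusted p = 7.3e-05) in Static and a log2 fold change of 1.02 (standard error 0.17, adjusted p = 2.0e-05) in dynamic culture. Of the 3 neuronal markers, 2 rose in Static and 3 in dynamic culture (camera adjusted p = 0.072 and 0.0087, and adjusted p = 0.071 in the latter with an estimated correlation), and 2 were lower in Static than in dynamic culture (camera adjusted p = 0.075). Within slide 1, 2 of these 2 and within slide 3, 2 were lower in Static, though they had been called with these same arrays. Of these 2, 0 passed the methods' t-test with unequal variances. Of 12 neural ectoderm genes, 2 rose in Static and 1 fell (that 1 near or below background, no fold given), and 5 in dynamic culture (6 adjusted over the list alone, 1 of the 5 near or below background, no fold given), where 1 fell (that 1 near or below background, no fold given, camera adjusted p = 0.52 and 0.12). Of the 3 calls in Static, 2 held without Static replicate 1 or 3 or with the slide as a block and 1 with Synthecon as 2 samples, and of the 6 in dynamic culture, 4 held with Synthecon as 2 samples. Otx2 is also expressed in ESCs and epiblast.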

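Pdgfra, a growth factor receptor of mesenchymal and early mesodermal cells, was higher in both kinds of culture. It was at least 14.6-fold higher (adjusted p = 5.0e-09) in Static and at least 2.45-fold higher (adjusted p = 1.0e-06) in dynamic culture against native cells. Col1a1, a collagen gene of bone and connective tissue, was at least 6.97-fold higher (adjusted p = 8.7e-07) in Static and did not pass (adjusted p = 0.67) in dynamic culture. The cartilage collagen gene Col2a1 was at least 1.16-fold higher (adjusted p = 0.015) in Static and at least 1.59-fold higher (adjusted p = 8.3e-06) in dynamic culture. Pparg, a regulator of fat cells, was at least 1.09-fold lower (adjusted p = 0.00736) in Static and at least 1.13-fold lower (adjusted p = 1.6e-06) in dynamic culture. By their brightest probes, Acan and Bglap were below background in all 5 LKS groups. Of the 6 MSC markers, 3 rose (4 adjusted over the list alone) and 1 fell in Static, and 2 rose and 1 fell in dynamic culture (camera adjusted p = 0.072 and 0.51). Of the 4 markers called in Static, 3 held without Static replicate 3 and 2 without Static replicate 1 or with the slide as a block, and 1 passed the methods' t-test with unequal variances. Of 15 genes of fibroblast feeder cells, 8 rose in Static (10 adjusted over the list alone) and 1 fell (2 adjusted over the list alone), and 1 in dynamic culture, where 2 fell (camera adjusted p = 2.2e-04 and 0.97, and adjusted p = 0.22 in the former with an estimated correlation). ESCs had been expanded on inactivated mouse embryonic fibroblasts. With Synthecon as 2 samples, 0 feeder genes fell in Static. Col2a1 did not pass in Static against native cells without any 1 of Static replicates 1 or 3 (adjusted p = 0.061 to 0.12) and with the slide as a block (adjusted p = 0.0502). Pparg did not pass in Static against native cells without Static replicate 1 (log2 fold change -0.63, adjusted p = 0.069) and with the slide as a block (adjusted p = 0.063).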

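Flt1, a receptor of vascular endothelial growth factor, had a log2 fold change of 2.43 (standard error 0.32, adjusted p = 2.4e-06) in Static and a log2 fold change of 1.14 (standard error 0.24, adjusted p = 4.1e-04) in dynamic culture. Cdh5, the cadherin gene of endothelial junctions, had a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.00314) in Static, and Pecam1, an adhesion molecule gene of endothelium, had a log2 fold change of 1.17 (standard error 0.22, adjusted p = 1.1e-04) in dynamic culture. Cd34, a marker of progenitors and endothelium, had a log2 fold change of -1.26 (standard error 0.26, adjusted p = 6.6e-04) in Static and was at least 5.01-fold lower (adjusted p = 3.5e-11) in dynamic culture. Of the 5 endothelial markers of Fig. 5I and J, 4 rose and 1 fell in Static, and 2 rose and 1 fell in dynamic culture (camera adjusted p = 0.072 and 0.98). Of the 5 called in Static, 4 held with Synthecon as 2 samples or with the slide as a block and 3 without Static replicate 3, and 0 passed the methods' t-test with unequal variances. Of 15 endothelium genes of a longer list, 7 rose in Static and 1 fell (2 adjusted over the list alone), and 4 in dynamic culture, where 6 fell (2 of the 6 near or below background, no fold given, camera adjusted p = 0.00687 and 0.56, and adjusted p = 0.4 in the former with an estimated correlation). Between Static and dynamic culture 10 of 15 (11 adjusted over the list alone, 1 of the 10 near or below background, no fold given) of the longer list were higher in Static (camera adjusted p = 2.2e-07, and adjusted p = 0.12 with an estimated correlation), and without Static replicate 1, 11 of 15 were. Of these 10 calls, 9 held without Static replicate 2, 7 with Synthecon as 2 samples and 6 without Static replicate 3. Cdh5 did not pass in Static against native cells without Static replicate 3 (log2 fold change 0.60, adjusted p = 0.067).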

We observed high expression of most mesenchymal stem cell (MSCs) markers in all ESC-derived Lin-ckit^+^Sca-1^+^ cells **(** **Figures 5E,F**) as well as endothelial cell markers, with the exception of CD34 **(** **Figures 5I, J** **)**.

**Figure 5:**
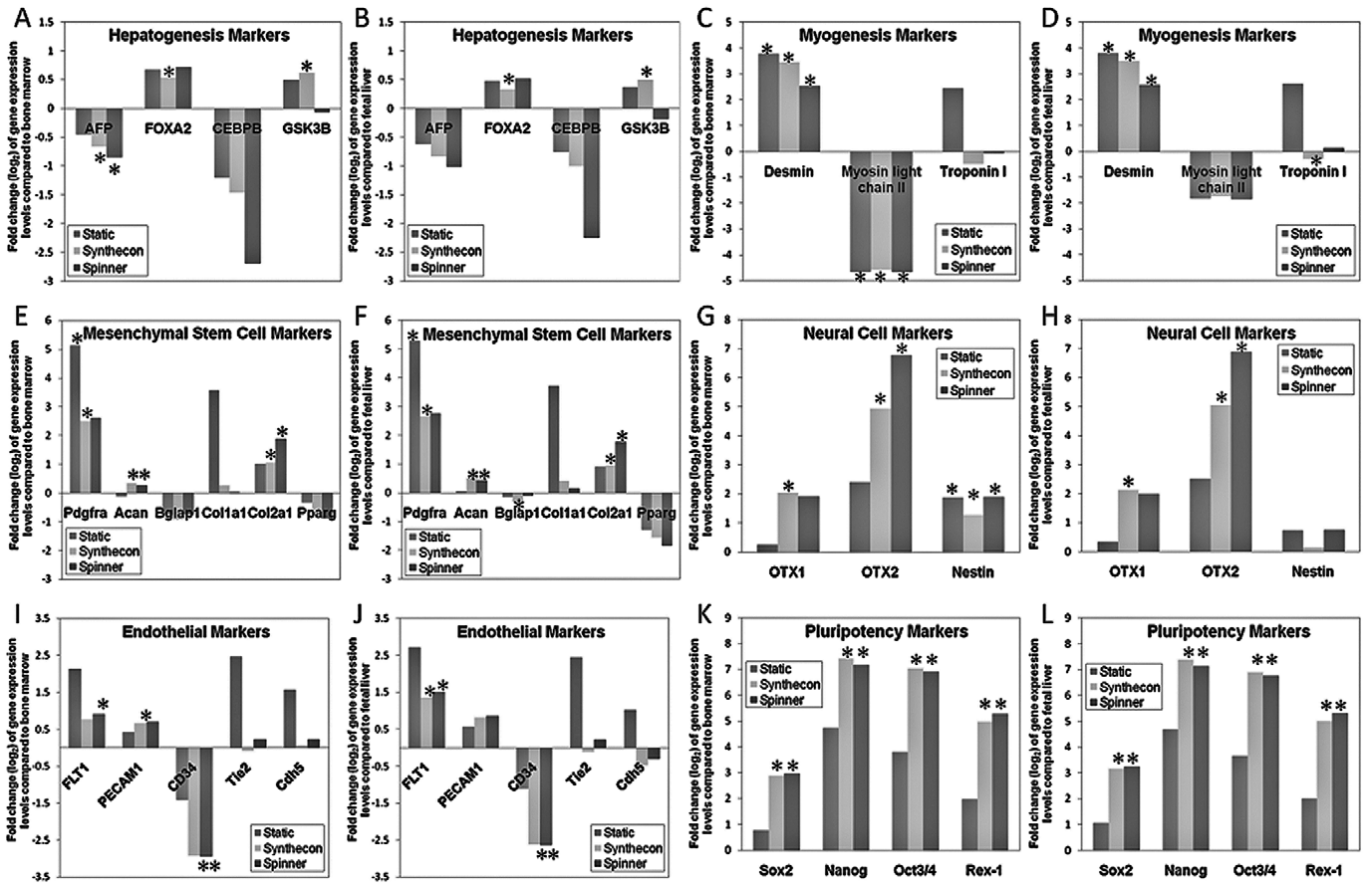
Differences in LKS cell gene expression. Fold changes of lineage-specific genes differentially regulated in Lin-ckit+Sca-1+ cells derived from Static and bioreactor culture conditions (Synthecon and Spinner flask) as compared to LKS cells derived from BM and FL. Expression levels (n = 3) were compared for genes representative of hepatogenesis (**A, B**), myogenesis (**C,D**), mesenchymal stem cells (MSC; **E,F**), neuronal cells (**G,H**), endothelial lineage (**I,J**) and transcriptional regulators of pluripotency (**K,L**). Under all ESC conditions we observed up-regulation of the hepatogenesis transcription factor, Foxa2 (**A,B**), the myogenesis intermediate filament, Desmin (**C,D**), several neuronal markers (**G,H**), and the majority of MSC markers (**E,F**). Expression of transcriptional regulators of pluripotency (**K,L**) were reduced most significantly under Static culture conditions. (*) represent gene-expression values of statistical significance (p<0.05).

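Pou5f1 (Oct-4), Nanog, Sox2 and Zfp42 (Rex-1) are regulators or markers of pluripotency. Pou5f1 had 12.64 ± 0.29 (SD, n = 3) in undifferentiated ESCs, 12.61 ± 0.17 (SD, n = 3) in Spinner, 12.74 ± 0.31 (SD, n = 2) in Synthecon and 9.50 ± 2.69 (SD, n = 3) in Static. Nanog was at least 14.1-fold higher (adjusted p = 8.2e-07) in Static and at least 83.4-fold higher (adjusted p = 1.7e-12) in dynamic culture against native cells. Pou5f1 was at least 5.91-fold higher (adjusted p = 2.4e-05) in Static and at least 53.4-fold higher (adjusted p = 4.7e-12) in dynamic culture. Sox2 was at least 4.43-fold higher (adjusted p = 2.9e-10) and Zfp42 was at least 29.9-fold higher (adjusted p = 1.2e-10) in dynamic culture. All 4 rose against native cells in Static and in dynamic culture (camera adjusted p = 0.00587 and 1.4e-04, and adjusted p = 0.23 and 0.11 with an estimated correlation). Of the 4 calls in Static, 3 held without Static replicate 1 or with Synthecon as 2 samples or with the slide as a block, and 0 passed the methods' t-test with unequal variances. Against undifferentiated ESCs, 3 of 4 fell in Static and 0 in dynamic culture by limma (0 at an unadjusted p under 0.05). There Zfp42 had a log2 fold change of -2.66 (standard error 0.61, adjusted p = 0.00351) in Static and a log2 fold change of 0.48 (standard error 0.50, adjusted p = 0.61) in dynamic culture. Of 18 naive pluripotency genes, 12 rose in Static, and 17 in dynamic culture (18 adjusted over the list alone, 1 of the 17 near or below background, no fold given, camera adjusted p = 2.3e-05 and 3.0e-11, and adjusted p = 0.24 and 0.1 with an estimated correlation). Of 12 germ cell genes, 4 rose in Static (2 of the 4 near or below background, no fold given), and 9 in dynamic culture (10 adjusted over the list alone, 4 of the 9 near or below background, no fold given, camera adjusted p = 0.085 and 2.4e-04, and adjusted p = 0.11 in the latter with an estimated correlation). Tcfap2c, active in germ cells and trophoblast, was at least 54.3-fold higher (adjusted p = 7.1e-13) in dynamic culture. Of the germ cell genes, 2 of 12 rose in Static without Static replicate 1.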

Lastly, high expression of transcriptional regulators of ESC pluripotency, (eg, *Oct-4, Sox2, Nanog* and *Rex-1* [21], [35]) is expected as these ESC markers are not expressed in BM and FL-derived LKS cells **(** **Figures 5K,L** **)**; however, the expression was down-regulated compared to undifferentiated ESCs (data not shown). 

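Pluripotency regulators were lower in Static than in dynamic culture. Pou5f1 had a log2 fold change of -3.18 (standard error 0.55, adjusted p = 2.0e-04) and Nanog had a log2 fold change of -2.56 (standard error 0.55, adjusted p = 0.00147). Sox2 had a log2 fold change of -2.14 (standard error 0.31, adjusted p = 2.8e-05) and Zfp42 had a log2 fold change of -3.14 (standard error 0.50, adjusted p = 7.0e-05). All 4 of Fig. 5K and L fell in Static against dynamic culture (camera adjusted p = 2.2e-04, and adjusted p = 0.12 with an estimated correlation). Of these 4, 0 passed the methods' t-test with unequal variances. Of the naive pluripotency genes, 17 of 18 were lower in Static (18 adjusted over the list alone, 1 of the 17 near or below background, no fold given, camera adjusted p = 1.0e-10, and adjusted p = 0.12 with an estimated correlation), with Fbxo15 (log2 fold change -3.14, standard error 0.46, adjusted p = 3.0e-05) and Utf1 (log2 fold change -3.12, standard error 0.49, adjusted p = 7.2e-05). Primed epiblast genes were lower in 6 of 10 (1 of the 6 near or below background, no fold given, camera adjusted p = 0.00374, and adjusted p = 0.14 with an estimated correlation). Germ cell genes were lower in 7 of 12 (8 adjusted over the list alone, 3 of the 7 near or below background, no fold given, camera adjusted p = 2.0e-04, and adjusted p = 0.12 with an estimated correlation), with Dazl (log2 fold change -2.67, standard error 0.33, adjusted p = 3.4e-06). For Pou5f1 Static replicate 1 had 12.49, within the range of the dynamic arrays, and Static replicates 2 and 3 had 8.78 and 7.24. Without Static replicate 1, 4 of 4 pluripotency regulators, 18 of 18 naive pluripotency, 6 of 10 primed epiblast and 7 of 12 germ cell genes were lower in Static. Of the 17 naive pluripotency calls, 16 held with the slide as a block, 14 with Synthecon as 2 samples, 12 without Static replicate 2 and 11 without Static replicate 3. Of the 7 germ cell calls, 6 held without Static replicate 1, 5 with Synthecon as 2 samples, 4 without Static replicate 2 and 3 without Static replicate 3, and of the 6 primed epiblast calls, 5 held without Static replicate 3 and 4 without Static replicate 2. Within slide 1, 17 of the 17 naive pluripotency genes were lower in Static, and within slide 3 17 were, though they had been called with these same arrays.

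**Figure D5:**
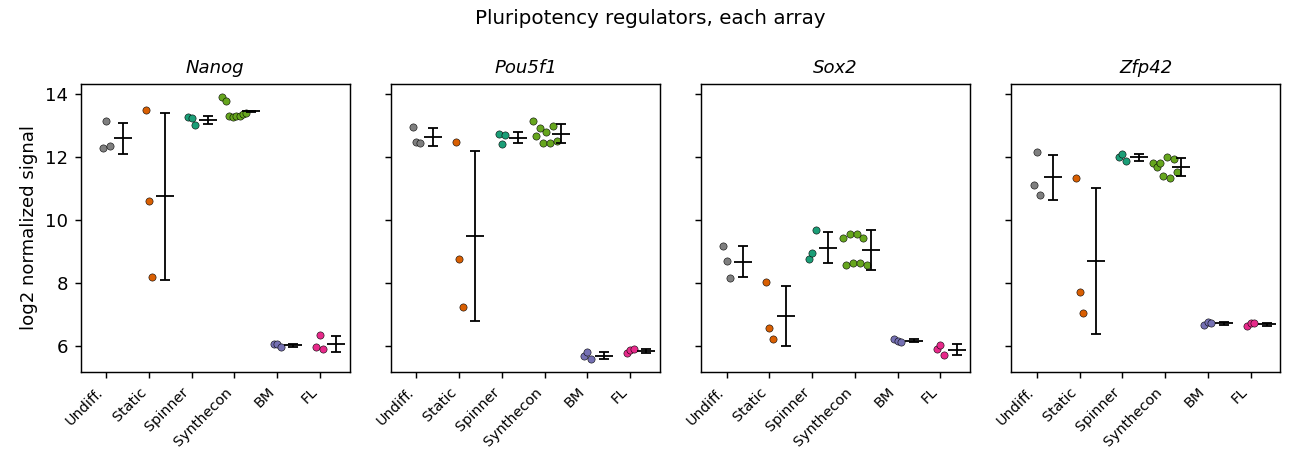
Log2 expression of pluripotency regulators (y axis) by group (x axis), 1 point per array. For Nanog, Static replicates 2 and 3 lie between the native and the dynamic arrays at 10.59 and 8.20.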

The expression levels in Static cultures were significantly lower than in Dynamic cultures.

### Hematopoietic Lineage Differentiation in ESC Cultures

The ability of ESC-derived progenitors to function identically to native adult stem cells is critical for their eventual clinical applicability. We evaluated whether ESC-derived LKS cells form hematopoietic colonies and compared them with BM-derived LKS cells. Unlike BM-derived cells, LKS cells derived from ESCs under either static or dynamic culture conditions, failed to form hematopoietic colonies (**see Figure S2**). Further evaluation of cells differentiated from various LKS populations demonstrated that BM and Static-derived cells were able to differentiate into B cell-like progenitors (B220+) and into dendritic-like cells (CD11c+/high) (**Figure 6**). In contrast, no significant expression of B220 and CD11c was observed in the differentiation cultures from bioreactor (Synthecon) derived-LKS cells, indicating impaired hematopoietic potential.

**Figure 6:**
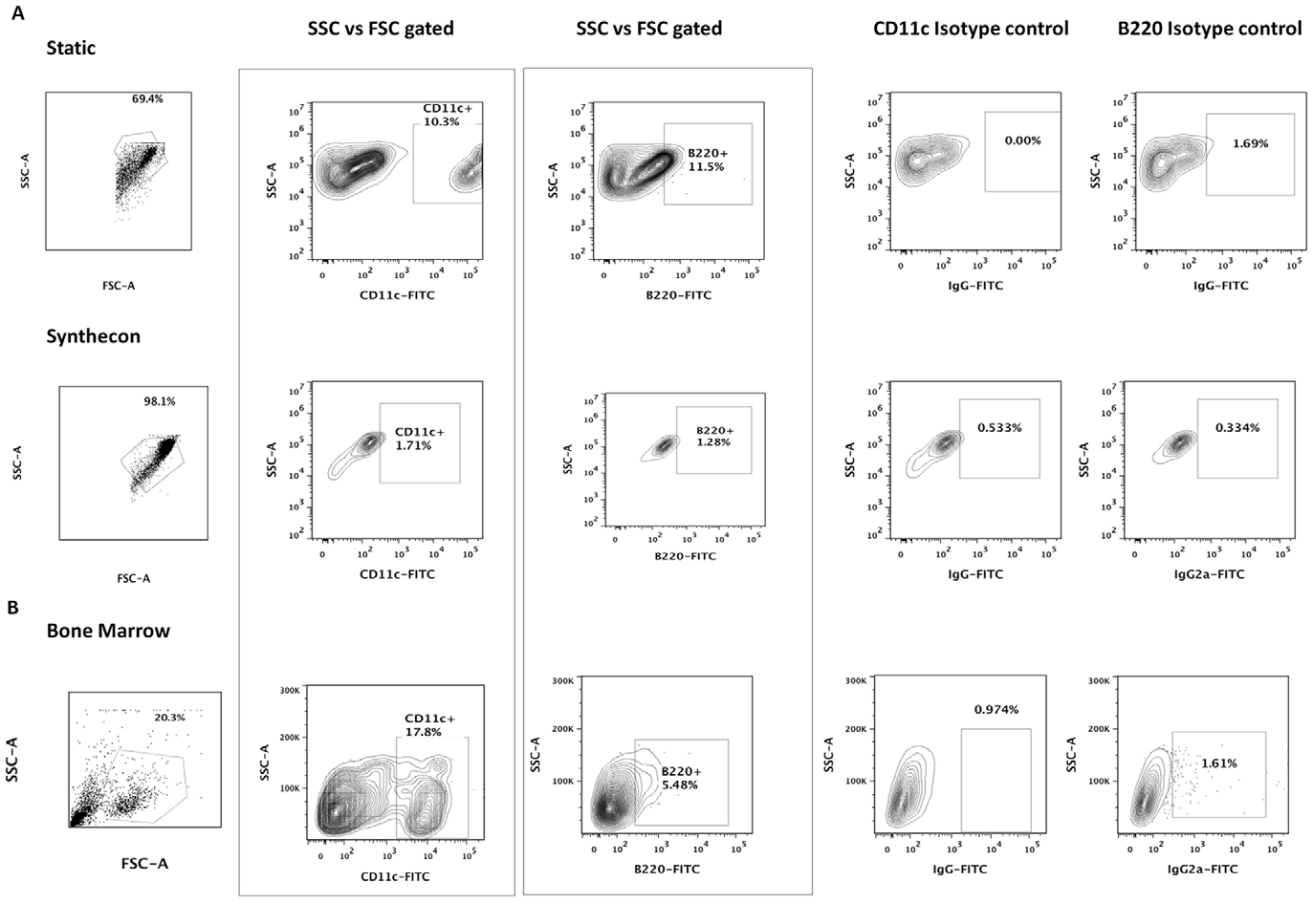
Functionality of various LKS cells. Hematopoietic differentiation of *in-vitro and in-vivo* derived Lin-ckit+Sca-1+ cells. **A)** Lin-ckit+Sca-1+ *in-vitro* derived ESCs from Static and Dynamic (Synthecon) culture conditions, as well as **B)** *in-vivo* isolated LKS cells from Bone marrow (BM) were cultured for 7 days in the presence of GM-CSF, IL-4 and IL3. Approximately 10.3% of Static-derived cells (gated on FSC-A and SSC-A) are CD11c+ (Dendritic-like cells) and about 11.5% express B220+ (B cell-like progenitors). No significant expression of CD11c or B220 in Synthecon-derived cells is observed following differentiation. As expected, Lin-ckit+Sca-1+ BM cells also differentiate into CD11c and B220+ hematopoietic progenitors.

## Discussion

LKS cells derived from FL and BM have been well characterized in the past [23], [25], [36]. In addition several groups have reported extensive gene expression analysis of ESCs, especially with respect to their “stemness” and pluripotency [16], [17], [35]. Moreover, bioreactor cultures have shown the ability to generate hematopoietic cells from both mice [37], [38] and human [39] ESCs that are capable of forming hematopoietic colonies. Our laboratory has also shown higher colony forming ability and dendritic cell differentiation of ESC-derived hematopoietic cells in scaffold-based bioreactor cultures compared to static cultures [11]. However, whether native BM or FL-derived LKS cells are similar to those derived *in vitro* from differentiated ES or iPS cells, has not been addressed. In this work, we compared the overall gene expression profile of ESC-generated Lin-ckit+Sca-1+ cells, *in vitro*-differentiated in Static suspension cultures, dynamic Synthecon rotary-wall bioreactors and stirred tank-type (Spinner flask) bioreactors to Lin-ckit+Sca-1+ cells isolated directly from BM and FL.

Among the cell-surface markers implicated in heterogeneity of HSC population (e.g. CD150, Thy-1, CD48 and CD41), CD150 expression has been shown to be higher in *in vivo* isolated LKS cells than in the more differentiated multipotent progenitors or CD45^+^ BM cells [40]. CD41 has been reported to mark the onset of primitive and definitive hematopoiesis in the murine embryo [41]. Most yolk-sac hematopoietic progenitors express CD41, but only a minority of BM and FL hematopoietic progenitors express this antigen [42]. Interestingly in our study, CD150 and CD41 expression was statistically significantly reduced relative to BM in only Synthecon™ and Spinner flask conditions (**Figure 4A**). We suggest that the up-regulation of CD41 in static compared to FL reflects an earlier hematopoietic embryonic stage of this population, compared to FL-derived HSCs **(** **Figure 4B** **)**. The down-regulation of CD45 **(** **Figure 4A,B** **)** was expected since we isolated Lin-ckit^+^Sca-1^+^ cells at an early time-point (day 7 of ESC differentiation). It has been shown previously that CD45 is a late maturation marker of hematopoiesis whereas CD41 expression defines early steps of hematopoiesis [43]. Additionally, the up-regulation of embryonic hemoglobins, Hbb-bh1 and Hbb-y, compared to bone marrow and fetal liver **(** **Figures 4C,D** **)** confirms the earlier embryonic stage of the static population.

In addition, our results indicate that among the three different *in vitro* culture conditions, the lin-ckit+Sca-1+ cell population from Static cultures at Day 7 shows the highest similarity in gene expression compared to BM- and FL-derived HSCs. This increased similarity of Static-derived LKS cells to the cells derived from BM and FL might suggest a higher hematopoietic differentiation potential for repopulating blood cells in cellular therapies compared to cells from Spinner flask and Synthecon and needs to be validated in the future. Although the Static-derived LKS cells have increased similarity to LKS derived from BM and FL, we have previously demonstrated that the Static system produces a lower percentage of ckit+Sca-1+ compared to Spinner flasks [14]. Therefore, the number of LKS cells produced as well as the similarity to native adult stem cells needs to be addressed when considering culture conditions for obtaining clinically relevant cell numbers. In addition, all ESC-derived Lin-ckit+Sca-1+ cells were more similar to undifferentiated ESCs than were BM- or FL-derived LKS, demonstrating the importance of combining suspension culture platforms with other directed differentiation strategies, such as biomaterial-based 3D cultures [10], [11], [15], medium supplementation etc., to ensure ESC differentiation to the desired cell types.

Due to their differences in hematopoietic gene expression when compared to BM and FL-derived LKS cells, we were interested in examining other non-hematopoietic lineage committed genes expressed in these ES-derived Lin-ckit^+^Sca-1^+^ cells. In the mesoderm, ESCs give rise to mesenchymal stem cells in addition to HSCs [44]. The up-regulation of *Pdgfra* was particularly interesting as a subset of MSCs (PDGFRalpha^+^Sca-1^+^CD45^−^Ter119^−^) from adult mouse BM has been reported to differentiate into hematopoietic niche cells, osteoblasts and adipocytes, after *in vivo* transplantation [44]. We also observed high expression of endothelial cell markers, which indicated that differentiation into mesodermal cells occurred in all cultures **(** **Figures 5I,J** **)**.

Additionally, we show that hydrodynamic culture systems (Spinner flask and Synthecon) expressed higher levels of ESC pluripotency genes compared to Static cultures (**Figures 5K,L**). This could account for greater proliferation as well as differentiation potential following culture in these systems and is an issue worth further investigation. The down-regulation of these markers compared to their levels in undifferentiated ESCs could also predict a higher probability of teratomas in recipients of potential transplantation therapies. The safety of using ESC-derived therapies must be further evaluated regardless of culture methods used for differentiation.

Finally, we show that although the various *in vitro* culture conditions generate a significant population of LKS cells, there are significant differences in the functionality of ESC-derived LKS cells between Static and Dynamic culture conditions as well as when compared to LKS cells isolated from *in vivo* hematopoietic niches (**Figure 6**). As expected, LKS population from BM cells formed hematopoietic colonies in a CFU assay and were able to differentiate into DC-like and B cell-like progenitors. In contrast, ESC-derived LKS cells, from either static or dynamic cultures, did not form hematopoietic colonies *in vitro*. However, Static-derived cells were able to differentiate into CD11c+DC-like and B220+ B cell-like progenitors similarly to BM-derived cells. In contrast, no significant expression of B220 and CD11c was observed in Bioreactor (Synthecon)-derived cells. Collectively, these results indicate that LKS alone is not a reliable marker for hematopoietic potential of *in vitro* ESC-derived cells, even though it serves as an established marker for a BM or FL population in which the HSCs are enriched. It is possible, that spontaneous differentiation of ESCs, in the absence of specific hematopoietic growth factors, cannot generate true HSCs, even though the cells express some similar surface markers. Whether true HSCs can be generated using bioreactor cultures by adding such growth factors or through other strategies remains to be evaluated. Further understanding is clearly needed to identify the conditions to generate and isolate ESC-derived hematopoietic stem and progenitor cells to achieve a cell population functionally similar to those derived *in vivo*.

It is also possible, that there are kinetic differences in the differentiation process between Static and Synthecon-derived LKS cells. For example, by day 7, when ESC-derived LKS cells were isolated from all the *in vitro* culture conditions, the differentiation process may not have been completed in Synthecon-derived cells. This could explain the reduced differentiation efficacy in Synthecon cultures and is corroborated by a higher expression of pluripotency- associated genes in Synthecon as compared to Static. The reduced differentiation ability of bioreactors compared to Static differentiation protocols has been previously demonstrated for osteogenic and chondrogenic differentiation [45]. The kinetic effects should be further explored in future studies to conclusively determine if spontaneous ESC differentiation under static or bioreactor cultures can generate LKS cells with *in vivo*-like hematopoietic potential.

The gene expression profile of purified mouse adult HSCs has been previously studied by other groups [16]–[22]. Their goal was to compare the gene expression profiles of native adult and embryonic LKS HSC populations isolated from different tissues and under different conditions or to decipher genes specifically expressed in embryonic stem cells during pluripotency and differentiation (reviewed in [23]). To our knowledge, this is the first study to compare the gene expression profile of Lin-ckit^+^Sca-1^+^ cells derived from mouse ESCs *in vitro* under static and dynamic culture conditions to native BM and FL-derived HSCs. These results should help delineate the similarities and differences between native and ESC-derived cells, as well as identify the culture conditions to generate and isolate cell populations containing high HSC activity *in vitro*.

### Conclusion

We conclude that *in vitro* culture conditions significantly affect the transcriptome and functionality of ESC-derived LKS cells. Although all in vitro differentiated LKS cells were lineage negative and expressed ckit and Sca-1, these cells, especially those obtained from dynamic cultures, are significantly different from native LKS cells isolated from BM or FL. We have showed that although, Static culture-derived cells are able to further differentiate into myeloid and lymphoid lineages, they lack hematopoietic colony forming ability in clonogenic assays. Interestingly, Lin-ckit+Sca-1+ cells derived through spontaneous ESC differentiation in bioreactor cultures, not only are unable to form hematopoietic colonies *in vitro*, they also lack both myeloid and lymphoid differentiation potential, indicating that these cells are not committed hematopoietic progenitors, but they could represent a more stem cell-like population. Further studies, including in vivo repopulation assays should be performed in the future to definitively understand whether these cells can differentiate into blood cells *in vivo*.

## Supporting Information

Figure S1 (a) Post sort analysis of ckit+Sca-1+ lineage negative sorted cells isolated from *in-vitro* differentiated mouse ES cells under Dynamic (Synthecon) and Static cultures. Similarly, re-analysis of ckit+Sca-1+ lineage negative BM sorted cells is shown. For all conditions the ckit+Sca-1+ population was >95% pure. Similar results were obtained for Dynamic (Spinner cultures) as well as Fetal liver isolated cells (results no shown). (b) Mean Fluorescence analysis (MFI) of ckit and Sca-1 expression levels in ckit+Sca-1+ sorted cells from each condition. Although all conditions expressed both ckit and Sca1, differences were seen in the MFI between different conditions. Dashed lines, *p*<0.05 when compared to other conditions as indicated, ANOVA.
(TIFF)

Figure S2 *In-vitro* colony formation unit (CFU) assay. Types of hematopoietic colonies detected after 14 days of seeding Lin-ckit+Sca-1+ BM cells (1000cells/35 mm dish).
(TIFF)

Table S1 Enriched GO terms for up-regulated genes in ES culture conditions compared to bone marrow Lin-ckit+Sca-1+ cells.
(DOCX)

Table S2 Enriched GO terms for down-regulated genes in ES culture conditions compared to bone marrow Lin-ckit+Sca-1+ cells.
(DOCX)

Table S3 Enriched GO terms for up-regulated genes in ES culture conditions compared to fetal liver Lin-ckit+Sca-1+ cells.
(DOCX)

Table S4 Enriched GO terms for down-regulated genes in ES culture conditions compared to fetal liver Lin-ckit+Sca-1+ cells.
(DOCX)

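Of the 74 genes of Table S5 measured, 74 rose in Static and 71 in dynamic culture against native cells, and 0 fell by limma (0 at an unadjusted p under 0.05, camera adjusted p = 4.1e-55 and 8.8e-40). Between Static and dynamic culture, 26 were higher (29 adjusted over the list alone) and 35 lower (39 adjusted over the list alone) in Static (camera adjusted p = 0.71). Igfbp5 (log2 fold change 4.52, standard error 0.33, adjusted p = 1.6e-09), a binding protein of insulin-like growth factors, and Pmp22 (log2 fold change 4.44, standard error 0.38, adjusted p = 2.0e-08), a membrane protein gene of nerve and mesenchyme, were higher in Static. The list was chosen on these samples by its direction against native cells, so those counts are not independent evidence of it.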

Table S5 List of genes that are up-regulated (5-fold difference) in *in-vitro* derived Lin-ckit+Sca-1+ ES cells (Static, Dynamic (Spinner+Synthecon)) compared to native Lin-ckit+Sca-1+ cells (BM+FL).
(DOCX)

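Of the 76 genes of Table S6 measured, 72 fell in Static (74 adjusted over the list alone) and 76 in dynamic culture, and 0 rose by limma (0 at an unadjusted p under 0.05, camera adjusted p = 2.2e-41 and 9.5e-50). Against dynamic culture, 48 were higher (51 adjusted over the list alone, 2 of the 48 near or below background, no fold given) and 0 lower by limma in Static (0 lower at an unadjusted p under 0.05, camera adjusted p = 1.4e-19, and adjusted p = 0.12 with an estimated correlation). They include Klhl6 (at least 13.8-fold higher, adjusted p = 1.9e-08), a gene of lymphoid signalling. This list, too, was chosen on these samples, and its counts are not independent evidence of its direction.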

Table S6 List of genes that are down-regulated (5-fold difference) in *in-vitro* derived Lin-ckit+Sca-1+ ES cells (Static, Dynamic (Spinner+Synthecon)) compared to native Lin-ckit+Sca-1+ cells (BM+FL).
(DOCX)

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S1 — Enriched GO terms for up-regulated genes in ES culture conditions compared to bone marrow Lin-ckit+Sca-1+ cells.

| Culture Condition | GO term | GO ID | Ontology | Number of genes | P value |
| --- | --- | --- | --- | --- | --- |
| *all ES cells* |  |  |  |  |  |
|  | basement membrane | GO:0005604 | CC | 8 | 3.73E-06 |
|  | anatomical structure development | GO:0048856 | BP | 27 | 3.81E-05 |
|  | multicellular organismal development | GO:0007275 | BP | 28 | 8.61E-05 |
|  | protein homodimerization activity | GO:0042803 | MF | 6 | 0.00216 |
|  | cell leading edge | GO:0031252 | CC | 5 | 0.00607 |
|  | biological adhesion | GO:0022610 | BP | 11 | 0.00607 |
|  | calcium ion binding | GO:0005509 | MF | 11 | 0.0455 |
|  | plasma membrane | GO:0005886 | CC | 17 | 0.0467 |
| *static only* |  |  |  |  |  |
|  | multicellular organismal development | GO:0007275 | BP | 20 | 0.000162 |
|  | anatomical structure development | GO:0048856 | BP | 18 | 0.000498 |
|  | ion binding | GO:0043167 | MF | 2 | 0.0792 |
|  | insulin-like growth factor binding | GO:0005520 | MF | 2 | 0.0792 |
|  | fatty-acyl-CoA synthase activity | GO:0004321 | MF | 1 | 0.0792 |
| *dynamic only* |  |  |  |  |  |
|  | cell junction | GO:0030054 | CC | 17 | 0.000831 |
|  | organ morphogenesis | GO:0009887 | BP | 20 | 0.0318 |
|  | lipid binding | GO:0008289 | MF | 15 | 0.032 |
|  | stem cell differentiation | GO:0048863 | BP | 3 | 0.0559 |
|  | positive regulation of osteoblast differentiation | GO:0045669 | BP | 3 | 0.0559 |
|  | embryo development | GO:0009790 | BP | 17 | 0.0854 |

Subset of GO groups with the lowest p-values from unique term lineages.

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S2 — Enriched GO terms for down-regulated genes in ES culture conditions compared to bone marrow Lin-ckit+Sca-1+ cells.

| Culture Condition | GO term | GO ID | Ontology | Number of genes | P value |
| --- | --- | --- | --- | --- | --- |
| *all ES cells* |  |  |  |  |  |
|  | antigen processing and presentation | GO:0019882 | BP | 8 | 5.49E-07 |
|  | MHC protein complex | GO:0042611 | CC | 6 | 5.49E-07 |
|  | plasma membrane | GO:0005886 | CC | 23 | 1.19E-05 |
|  | water channel activity | GO:0015250 | MF | 2 | 0.0224 |
|  | defense response | GO:0006952 | BP | 10 | 0.000751 |
|  | fluid transport | GO:0042044 | BP | 3 | 0.000944 |
| *static only* |  |  |  |  |  |
|  | nucleosome | GO:0000786 | CC | 4 | 2.47E-06 |
|  | cellular component organization | GO:0016043 | BP | 5 | 0.00326 |
| *dynamic only* |  |  |  |  |  |
|  | immune system process | GO:0002376 | BP | 42 | 4.49E-19 |
|  | hematopoiesis | GO:0030097 | BP | 18 | 1.42E-05 |
|  | immune system development | GO:0002520 | BP | 18 | 0.000127 |
|  | cell activation | GO:0001775 | BP | 14 | 0.00214 |
|  | regulation of phagocytosis | GO:0050764 | BP | 4 | 0.00313 |
|  | chemokine receptor binding | GO:0042379 | MF | 5 | 0.00752 |
|  | defense response | GO:0006952 | BP | 26 | 1.88E-16 |
|  | multi-organism process | GO:0051704 | BP | 8 | 0.0466 |
|  | response to external stimulus | GO:0009605 | BP | 26 | 8.59E-13 |
|  | phagocytosis | GO:0006909 | BP | 8 | 3.30E-05 |
|  | external side of plasma membrane | GO:0009897 | CC | 10 | 0.00193 |
|  | response to chemical stimulus | GO:0042221 | BP | 16 | 0.00214 |
|  | extracellular space | GO:0005615 | CC | 48 | 0.00214 |

Subset of GO groups with the lowest p-values from unique term lineages.

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S3 — Enriched GO terms for up-regulated genes in ES culture conditions compared to fetal liver Lin-ckit+Sca-1+ cells.

| Culture Condition | GO term | GO ID | Ontology | Number of genes | P value |
| --- | --- | --- | --- | --- | --- |
| *all ES cells* |  |  |  |  |  |
|  | basement membrane | GO:0005604 | CC | 5 | 1.32E-03 |
|  | cell leading edge | GO:0031252 | CC | 5 | 1.92E-03 |
|  | anatomical structure development | GO:0048856 | BP | 16 | 3.95E-03 |
|  | cellular component movement | GO:0006928 | BP | 6 | 0.0245 |
|  | localization of cell | GO:0051674 | BP | 6 | 0.0245 |
|  | cell adhesion | GO:0007155 | BP | 7 | 0.0285 |
|  | plasma membrane | GO:0005886 | CC | 11 | 0.061 |
| *static only* |  |  |  |  |  |
|  | organ morphogenesis | GO:0009887 | BP | 7 | 0.0119 |
|  | transcription factor complex | GO:0005667 | CC | 6 | 0.0119 |
|  | organelle lumen | GO:0043233 | CC | 7 | 0.0223 |
|  | nuclear part | GO:0044428 | CC | 7 | 0.0223 |
|  | fatty-acyl-CoA synthase activity | GO:0004321 | MF | 1 | 0.0573 |
|  | hyaluronan synthase activity | GO:0050501 | MF | 1 | 0.0573 |
|  | heparin binding | GO:0008201 | MF | 2 | 0.0885 |
| *dynamic only* |  |  |  |  |  |
|  | organ morphogenesis | GO:0009887 | BP | 19 | 0.00924 |
|  | specification of symmetry | GO:0009799 | BP | 4 | 0.0641 |
|  | cell-cell junction | GO:0005911 | CC | 10 | 0.00924 |
|  | positive regulation of cellular metabolic process | GO:0031325 | BP | 15 | 0.00924 |
|  | positive regulation of osteoblast differentiation | GO:0045669 | BP | 3 | 0.0218 |
|  | sequence-specific DNA binding transcription factor activity | GO:0003700 | MF | 24 | 0.0116 |
|  | heart development | GO:0007507 | BP | 11 | 0.0156 |
|  | stem cell differentiation | GO:0048863 | BP | 3 | 0.0218 |
|  | transmembrane receptor protein serine/threonine kinase signaling pathway | GO:0007178 | BP | 7 | 0.0228 |
|  | embryo development | GO:0009790 | BP | 16 | 0.0228 |
|  | basement membrane | GO:0005604 | CC | 6 | 0.045 |
|  | regulation of meiosis | GO:0040020 | BP | 2 | 0.0911 |

Subset of GO groups with the lowest p-values from unique term lineages.

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S4 — Enriched GO terms for down-regulated genes in ES culture conditions compared to fetal liver Lin-ckit+Sca-1+ cells.

| Culture Condition | GO term | GO ID | Ontology | Number of genes | P value |
| --- | --- | --- | --- | --- | --- |
| *all ES cells* |  |  |  |  |  |
|  | extracellular space | GO:0005615 | CC | 12 | 2.36E-03 |
|  | defense response to bacterium | GO:0042742 | BP | 3 | 2.96E-03 |
|  | response to external stimulus | GO:0009605 | BP | 5 | 0.0218 |
|  | hydrolase activity | GO:0016787 | MF | 8 | 0.0738 |
| *dynamic only* |  |  |  |  |  |
|  | immune system process | GO:0002376 | BP | 29 | 1.42E-12 |
|  | defense response | GO:0006952 | BP | 17 | 7.14E-05 |
|  | signal transduction | GO:0007165 | BP | 47 | 0.00444 |
|  | cell communication | GO:0007154 | BP | 49 | 0.0055 |
|  | response to external stimulus | GO:0009605 | BP | 15 | 0.00444 |
|  | extracellular space | GO:0005615 | CC | 36 | 5.50E-03 |
|  | protein tyrosine phosphatase activity | GO:0004725 | MF | 6 | 0.02 |
|  | cytokine receptor activity | GO:0004896 | MF | 5 | 2.53E-02 |
|  | plasma membrane | GO:0005886 | CC | 29 | 0.0378 |

Subset of GO groups with the lowest p-values from unique term lineages. Static ESC culture only showed down-regulation of one gene within the parameters specified (differentially expressed with p<0.05 and a 5 fold difference) and therefore did not have any associated GO terms.

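Among genes lower in Static than in FL at least 5-fold were those of myeloid granules. S100a8 (log2 fold change -8.33, standard error 0.28, adjusted p = 4.9e-16), Ctsg (at least 63.6-fold lower, adjusted p = 4.9e-18) and Prg2 (log2 fold change -6.42, standard error 0.28, adjusted p = 3.7e-14) are examples. In all, 274 probes were at least 5-fold lower in Static than in FL at an adjusted p under 0.05 from limma, and 18 of them in Static alone of the 3 ESC-derived groups. In the authors' table these counts are 35 and 1. By the methods' t-test with unequal variances, which gives each pair of groups its own spread, a total of 145 probes differed at least 5-fold between Static and FL in either direction.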

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S5 — List of genes that are up-regulated (5-fold difference) in in-vitro derived Lin-ckit+Sca-1+ ES cells (Static, Dynamic (Spinner+Synthecon)) compared to native Lin-ckit+Sca-1+ cells (BM+FL).

| Zfp42 | Utf1 | Tcl1 | Cpsf4l | 2410116G06Rik | Gstp2 | 1700012H05Rik | Otx2 | Dnmt3l | Lrrc34 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Dnmt3l | Rhox9 | Slc7a3 | Pou5f1 | Aard | Echdc2 | Trh | Tcfap2c | Zic3 | Cldn4 |
| Tdh | Fbxo15 | Upp1 | Pou5f1 | Grb7 | Wfdc2 | 2410146L05Rik | Rbpms2 | Esrrb | Igfbp2 |
| Pdgfa | Tcfap2c | Gldc | Hspb1 | Fabp3 | Nanog | Cldn6 | Tubb2b | Nid2 | Punc |
| Wasf1 | Igfbp2 | Gp38 | Cdkn1c | Flrt3 | Mmp2 | Pdgfra | Ctgf | LOC100048721 | Ptn |
| Loxl1 | Sall4 | Col4a1 | Bmp4 | Rprm | Meis2 | D0H4S114 | Rhox5 | Gpc3 | Spink3 |
| Smarca1 | Fxyd6 | Acta2 | Krt8 | Pmp22 | Col18a1 | Scarf2 | Fermt2 | Gpc3 | Mest |
| Hba-x | Sparc | Pitx2 | Dlk1 | Hbb-bh1 | Capn6 | Igfbp5 | Gata6 | Dppa5 | Acta2 |

# Supplementary material for: Gene Expression Profile and Functionality of ESC-Derived Lin-ckit+Sca-1+ Cells Are Distinct from Lin-ckit+Sca-1+ Cells Isolated from Fetal Liver or Bone Marrow
**Source:** PLoS One. 2012 Dec 27;7(12):e51944. doi: 10.1371/journal.pone.0051944
**Supplement:** Table S6 — List of genes that are down-regulated (5-fold difference) in in-vitro derived Lin-ckit+Sca-1+ ES cells (Static, Dynamic (Spinner+Synthecon)) compared to native Lin-ckit+Sca-1+ cells (BM+FL).

| S100a8 | Ctsg | S100a9 | Ela2 | Prg2 | Lcn2 | Camp | Ngp | Ms4a3 | Ear2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Ear4 | Prtn3 | Fcnb | Aqp1 | Ly6c1 | Chi3l3 | Hbb-b2 | Ear6 | Cpa3 | Fcnb |
| Chi3l3 | Aqp1 | Cd27 | Lyzs | Cpa3 | Hbb-b1 | Mpo | Lyz2 | Ramp1 | Ctse |
| Mpo | Eraf | Abcb4 | Lyz | Cd69 | Hdc | C3 | Chi3l1 | Hp | EG433016 |
| Ltf | Hp | Ifitm6 | Sell | Stfa1 | Casp1 | Mpo | Serpina3g | Pglyrp1 | Hp |
| Klf1 | Rac2 | Kel | Plac8 | Trim10 | Cd53 | Coro1a | Rgs1 | Slc4a1 | Coro1a |
| Ncf4 | Coro1a | Coro1a | Btk | Arhgdib | Cd52 | Pscdbp | Gypa | F13a1 | Samsn1 |
| Was | Slc38a5 | Nfe2 | Gypc | Ccl4 | Lmo2 | Alas2 | Cd93 | Tyrobp | Sla |
| Hba-a1 | Slpi | ENSMUSG00000043795 | Ccl9 | Alox5ap | Cxcl4 | Klhl6 | Klhl6 | Ccl3 |  |

How the deposited data were processed for this re-analysis (not part of the article)

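Expression was read on 23 Illumina mouse bead arrays: 3 of undifferentiated ESCs, 3 each of Static and Spinner LKS cells, 8 of Synthecon LKS cells, and 3 each of BM and FL LKS cells. The paper gives 3 biological replicates for each group. The authors summarized the beads of each probe, subtracted background, normalized the arrays by quantiles and took log2 of the values. These log2 values for 25697 probes were used as deposited. Every array has the same distribution of values, which run from 4.90 to 15.09. They equal the quantiles of the background-subtracted signal raised by an offset of 60.2, so a difference between dim probes is compressed. The table of values in the series record holds the same numbers after rounding. A further table holds bead intensities on a linear scale, from which the authors had subtracted background without normalizing between arrays. The detection p-values deposited with it were computed by the authors' array software for each probe on each array against negative control beads. The authors' own table of test p-values, from their test over the 6 groups and their tests between pairs of groups, was read as deposited and used only for comparison. A probe counts as above background at a detection p under 0.01.

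Probes were given current gene symbols by the accession of the transcript they target. Of all probes, 24202 (94.2%) were matched in that way and the others kept the symbol of the file. A total of 4337 probes changed symbol, and 1 probe without a symbol was not assigned to a gene. Where several probes read 1 gene, the probe with the highest mean over all arrays stands for it. For Kit, the gene of the c-kit receptor, no probe was found in the tables by symbol or by transcript.

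Groups were compared with limma 3.58.1 in R 4.3.3 (tables were read with data.table 1.17.8). A mean per group was fitted to the log2 values of all 23 arrays, and eBayes with a trend gave moderated statistics. The p-values were adjusted over all probes by the method of Benjamini and Hochberg. A probe was called at an adjusted p under 0.05, and counts at a 5-fold change also need an absolute log2 fold change of at least log2 of 5. Native cells are the mean of the BM and FL groups, and dynamic culture is the mean of the Spinner and Synthecon groups. Each group was compared with each other group, Static and dynamic culture with native cells and with undifferentiated ESCs, and Static with dynamic culture. A moderated F test compared all 6 groups.

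The Synthecon arrays fall into 2 sets of near repeats, replicates 1, 3, 5 and 7 and replicates 2, 4, 6 and 8. Their mean and SD are therefore given over the 2 set means (n = 2), and the tests that took each array as a sample were repeated with the 2 set means as samples. Where all arrays of 1 side of a comparison lay below background, the fold is given as a lower bound. For it, each value of that side was raised to at least the lowest value of any probe above background on the same array, and the group means were then compared. No fold is given where both sides lay below background or the bound was under 1. The methods name no distance, so Euclidean distance over all probes was used between arrays.

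Gene groups were 47 lists, written from the panels and tables of the paper, which report results on these samples and had been read by then, and from general knowledge of cell types and pathways. They include markers of cells that the sort or the culture could have let through, such as feeder fibroblasts, hepatocytes, endothelium and mature blood cells. The lists of Tables S5 and S6 had been chosen by the authors on these samples. For each list the genes called in either direction were counted, and camera with a correlation between genes of 0.01 tested the list against all other genes. Camera with a correlation estimated from the data, and fry, were run beside it.

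The genes named in the text follow a rule. They are the genes of Figures 4 and 5 and of the text of the paper, the 5 largest rises and the 5 largest falls among called genes whose arrays do not overlap in each of 4 comparisons (Static and dynamic culture against native cells, Static against dynamic culture, and BM against FL), and up to 4 members with the largest change from each list described. The values of the paper's tables had been seen when the rule was written. Of the genes named, Actb has probes that pass the test in opposite directions between dynamic culture and native cells. For B2m, Ddx3y, Pparg, Flt1, Itga2b, Lyz2, Hbb-y, Bglap and Foxa2 a probe differs in sign from the brightest in at least 1 comparison, without both passing the test in opposite directions in Static or dynamic culture against native cells or in Static against dynamic culture. Some genes that follow from this rule are not reported here.

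On simulated data with the groups of this series, compared between Static and BM, 94 of 100 probes changed 5-fold and 56 of 100 changed 2-fold were recovered, with 11 false calls among 25697 probes. With no probe changed between BM and FL, 0 were called. The simulation gave each probe 1 spread in all groups, took every array as a sample and changed only brighter probes. In the data the 90th percentile of the SD was 0.625 in Static and 0.381 in BM, so the rates may not hold for Static.

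The alternatives tried cover the values (neqc, and background-subtracted values raised to a floor of 16, in log2, with or without centring on the median), a filter for probes above background on at least 3 arrays, counts of gene symbols, the methods' t-test with equal and with unequal variances after the one-way test of the methods, array weights, a fit to only the groups compared, the slide as a block or each slide by itself, the replicate number as a block, 3 of the 8 Synthecon arrays at a time, folds of 2 and 10, and each array left out in turn. Synthecon as 2 samples, alone or with Spinner replicates 1 and 2 averaged, its sets as a random block, unequal variances with Synthecon as 2 samples, replicates 1 to 3 without the replicate block, and lists without Static replicate 1 were added after seeing the data. The closing section gives their effect.

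Gene ontology terms of the paper were not tested, since no ontology is at hand. The detection p-values of the spreadsheet were left out because some of its cells had been turned into clock times, and those of the text table were used. Flow cytometry, colony assays and differentiation cultures have no deposited data in this series and were left out.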

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

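The tests below on the Synthecon sets, on Static replicate 1, on the share of Static probes that pass limma, on the gap by unequal variances and on the lowest count with 3 Synthecon arrays were chosen only after the result was seen. The following gene lists, whose calls hold also with an estimated correlation between genes, are not compared in the paper's text between Static and dynamic culture or between BM and FL. Its supplementary tables list antigen presentation among genes lower than in BM, and heart development among genes higher than in FL in dynamic culture. Cardiac mesoderm genes had a median log2 fold change of 1.73 (0.87 with genes below background at their bound) in Static over dynamic culture, with 7 of 11 higher (camera adjusted p = 2.4e-07, and adjusted p = 0.035 with an estimated correlation), Actc1 (log2 fold change 2.26, standard error 0.37, adjusted p = 1.0e-04) and Isl1 (log2 fold change 1.96, standard error 0.21, adjusted p = 6.6e-07) among them. Imprinted growth genes had a median of 1.94 in Static over dynamic culture, with 11 of 13 higher (camera adjusted p = 1.3e-12, and adjusted p = 0.00744 with an estimated correlation), such as Grb10 (log2 fold change 2.70, standard error 0.33, adjusted p = 2.9e-06). Between BM and FL, imprinted growth genes had a median of -0.79 (-0.30 with genes below background at their bound), with 4 of 13 lower in BM (camera adjusted p = 3.3e-09, and adjusted p = 0.018 with an estimated correlation), such as H19 (at least 6.98-fold lower, adjusted p = 1.5e-07). Genes of MHC class I and antigen presentation had a median of 1.01 (0.98 with genes below background at their bound) in BM over FL, with 5 of 11 higher in BM (camera adjusted p = 2.7e-16, and adjusted p = 0.00279 with an estimated correlation), such as H2-K1 (at least 2.08-fold higher, adjusted p = 5.0e-05). Hepatocyte genes had a median of -0.25 (0 with genes below background at their bound) in BM over FL, with 2 of 11 lower in BM (camera adjusted p = 4.3e-05, and adjusted p = 0.043 with an estimated correlation), namely Apoa2 (at least 1.17-fold lower, adjusted p = 0.00214) and Ahsg (at least 1.09-fold lower, adjusted p = 6.3e-04). Genes of fibroblast feeder cells, whose call does not hold in that way, had a median of 1.79 in Static over dynamic culture, with 9 of 15 higher and 1 lower (camera adjusted p = 2.7e-07, and adjusted p = 0.12 with an estimated correlation). Whether feeder cells contribute to the rise of cardiac mesoderm and imprinted growth genes was not tested.

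Static replicate 1 stands apart from Static replicates 2 and 3, at distances of 96.1 and 106, against 77.5 between those. A shared slide as the cause is argued against, since replicates 1 and 2 share slide 1 and still lay 1.24 times as far apart as replicates 2 and 3, which do not. A Spinner sample under a Static label is argued against as well. Over 222 probes at least 4-fold higher in replicates 2 and 3, replicate 1 lay at 0.323 of the way from dynamic culture to them. No Spinner array lay above 0.0365. The Synthecon sets were not placed on these probes, so a Synthecon sample under a Static label was not tested. A candidate explanation that stays open is a share of cells like those of the dynamic cultures in that sample, which was estimated at 0.903 (quartiles 0.691 and 0.979) from those probes and at 0.569 (quartiles 0.427 and 0.757) from 123 probes higher in dynamic culture, so that the ranges between quartiles overlap. A difference in how far that Static culture had developed was not tested.

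The 8 Synthecon arrays fall into 2 sets, replicates 1, 3, 5 and 7 and replicates 2, 4, 6 and 8. The slide is argued against as the cause, because arrays of different sets on 1 slide differed by a median of at least 0.239 in log2, more than the 0.106 at most within a set on 1 slide. Arrays of 1 set on different slides differed by 0.246 to 0.262, about as much as arrays of different sets on 1 slide. Whether the slide or separate samples gave this difference cannot be told apart. Repeated hybridization of 1 RNA sample per set cannot be told apart from 4 close cultures per set, since the closest pair of arrays in any other group differed by 0.13, and no pair is known to be a repeat. The labels give no condition that separates the sets, so no biological explanation was tested.

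Static had fewer probes at least 5-fold from BM and FL than Spinner and Synthecon, most of all by the methods' t-test with unequal variances. Limma takes 1 estimate of spread per probe from all groups, so its test cannot show whether the larger spread between the Static replicates is the cause. At least 0.999 of the Static probes past a fold of 5 also passed the test. Static had 0.815 of the Spinner count against BM both with the test and by a fold of 5 alone, and 0.767 and 0.768 of it against FL. By limma the gap is thus already present in the folds. By the methods' t-test with unequal variances Static had 0.304 of the Spinner count against BM and 0.195 against FL, and for this wider gap the larger spread is a candidate explanation. With 3 Synthecon arrays at a time, the Synthecon count by limma stayed at least 1.28 times that of Static in all 56 choices. The median over the choices was up to 1.36 times the Static count of the fit to all arrays. The calls between Static and dynamic culture fell from 5140 to a median of 4139.5. With all arrays, Synthecon had 1248 probes against BM and 1063 against FL, both by limma and by a fold of 5 alone. Limma's test thus removed none of them, and the choices of 3 arrays could hardly show an effect of array number through it. For the counts by unequal variances, 3 arrays at a time were not run. Spinner, with 3 arrays as in Static, had more 5-fold differences as well. The bounds of 1.5 times that had been set for both tests decide nothing for limma, since its counts lay within them from the start. That cells from Static culture are nearer to native cells, as the paper holds, stays open and rests on Static replicates 2 and 3.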

How the results depend on the processing

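Fits with Synthecon as 2 samples, alone, with unequal variances or with Spinner replicates 1 and 2 averaged, with its sets as a random block, replicates 1 to 3 without the replicate block, and lists without Static replicate 1, were tests chosen only after the result was seen. Of 635 results for single genes, 556 were called, and 243 of these kept their direction and call under every alternative run. Most of the rest were lost by the methods' t-test with unequal variances, by which 268 results lost their call and 4 gained one. With equal variances 90 lost it and 6 gained one. Counts at 5-fold are given in the order Static, Spinner and Synthecon, each against BM and then FL, and last BM against FL. By log2 centred on the median they were 1966, 1586, 2447, 2090, 2514, 2136 and 166, and with a floor of 16 they were 1922, 1546, 2421, 2056, 2985, 2287 and 155. By neqc, Synthecon had 1615 against FL, and BM had 99 against FL. The first 2 raise values to a floor of 16, below the authors' offset of 60.2, and signal near background limits the folds here. At 2-fold the counts were 3319, 2885, 4116, 3602, 4554, 4121 and 312, and at 10-fold 435, 323, 586, 473, 581, 487 and 15. The methods' t-test gave 461 for Static against FL and 5 for BM against FL. With unequal variances it gave 312 and 145 for Static, 0 for BM against FL and 840 between Static and dynamic culture. The same test with Synthecon as 2 samples gave 445 and 214 for Static, 559 for Synthecon against FL, 0 for BM against FL and 13 between Static and dynamic culture. A fit to BM and FL alone called 29 between them. The count across the 6 groups was 22141 for log2 centred on the median. Between Static and dynamic culture 2923 were called with a floor of 16, 104 within slide 1, where 2 Static and 2 Spinner arrays are left, and 2877 with Spinner replicates 1 and 2 averaged and Synthecon as 2 samples. Camera with an estimated correlation called 12, 7 and 2 of 47 lists for Static against native cells, dynamic culture against native cells and Static against dynamic culture, where the preset gave 25, 28 and 29, and fry called 38 of the first. The distance of Static to native cells relative to dynamic culture was 0.776 by 1 minus Pearson's r. The cause of the other changes was not tested.

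Leaving out each array in turn, the 7 counts at 5-fold ran from 915 to 1074, 741 to 872, 1133 to 1300, 995 to 1051, 1198 to 1348, 1058 to 1113 and 46 to 103, with the highest BM and FL count without BM replicate 1. The count across the 6 groups ran from 13173 to 14137, that between Static and dynamic culture from 3022 to 6198 (lowest without Static replicate 2, highest without Static replicate 1), the distance ratio from 0.875 to 0.919 and the list counts from 25 to 28, 28 to 29 and 27 to 31. Some single genes turned direction. Cd48 in Synthecon against BM had a log2 fold change of 0.38 for log2 centred on the median, Itga2b in Static against BM ran from -0.51 without Static replicate 3 to 0.85 without Static replicate 1, and Bglap by its probe with the largest statistic had -0.45 in Static and -0.53 in dynamic culture against native cells. In Static against dynamic culture within slide 1, Psmb10 had -0.0544, Apoa1 -0.00611, Sc4mol -0.0302, Fdps -0.0372 and Sqle -0.18. Of 135 named calls between Static and dynamic culture, 130 had the same direction within slide 1 (14 past the test) and 135 within slide 3. Slide 3 held 1 Static array and 6 Synthecon arrays of the 2 sets, so only the direction is given there. The calls had been made with these same arrays among others.

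Groups share replicate numbers. Same-numbered samples of different groups correlated between -0.418 and 0.403 in their deviations from the group means (median 0.065, 21 of 45 pairs over 0.1), beside a median of -0.0298 and 15 of 90 pairs over 0.1 for differently numbered samples. Not every pair lay over 0.1, so the numbers were not taken to pair the samples, and 10 of 18 arrays correlated best with their own number, which leaves a weak tie open. With the replicate number as a block over replicates 1 to 3, the 5-fold counts were 961, 777, 1181, 1017, 1233, 1056 and 49, with 11232 across the 6 groups and 4287 between Static and dynamic culture. The authors' deposited Synthecon means equal the mean of all 8 arrays within 3.6e-15. For every choice of 3 of them, the largest difference was at least 0.52. A planned fit to 3 Synthecon arrays named by the paper was not run, nor was the series record's own table, which holds the same values.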

Differences from the paper's values

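Of the tests in this part, that with unequal variances and Synthecon as 2 samples was chosen only after the result was seen. Static differed at least 5-fold from BM in 963 probes by limma at an adjusted p under 0.05, where the paper gives about 310 in Fig. 3A, read by eye. Of the alternatives set before the data were examined, the methods' t-test with unequal variances (312) and a 10-fold threshold (435) came within 1.5 times the paper's value, and all others that were run, from 719 with equal variances to 3319 at 2-fold, did not. Unequal variances with Synthecon as 2 samples, chosen after seeing the values, gave 445 and dropped 1 of the 312. Against FL, Static differed in 781 probes, where the paper gives about 140 in Fig. 3B, read by eye. There the methods' t-test with unequal variances (145) came within 1.5 times the paper's value, and no other alternative set before the data were examined did, from 323 at 10-fold to 2885 at 2-fold. Counts for Spinner and Synthecon were within 1.5 times the bars of the figure. At 5-fold, the authors' deposited table flags 312 probes between Static and BM and 145 between Static and FL. It flags 1028 and 742 for Spinner, and 1154 and 877 for Synthecon. Each of these counts equals that of the methods' t-test with unequal variances. This argues against a 10-fold threshold as the source of the paper's lower Static counts.

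The number of probes that differ across the groups, recomputed by the one-way test the methods describe, equals the 13497 of the paper. In Fig. 3A the genes marked as up and down appear with the opposite direction in the authors' deposited table, where Static has 199 probes higher than BM and 113 lower. The paper's 1 gene lower in Static than in FL is best read as lower in Static alone, which holds for 1 probe of the authors' deposited table and for 18 called by limma here.

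The paper describes CD150 and CD41 as the markers reduced against BM, and this only in dynamic cultures. Here Itga2b (CD41) was lower in the dynamic cultures and not in Static, and Slamf1 (CD150) was lower in Static too, though not without Static replicate 1. Thy1 (Thy-1) was also lower in Static than in BM, and had a log2 fold change of 0.83 (standard error 0.32, adjusted p = 0.0412) in Synthecon against FL. The paper gives CD41 as higher in Static than in FL, and Itga2b had a log2 fold change of 1.23 (standard error 0.41, adjusted p = 0.03) there. It gives CD45 as reduced against FL in the dynamic cultures, and here Ptprc was lower in Static as well. By the methods' t-test with unequal variances, 0 of the 4 surface markers called in Static against BM passed, and 0 of the 3 against FL. The paper describes Sca-1 as higher in all ESC-derived cells, and here the direction was the same in all 3 groups but passed the test in Synthecon alone (in Static and Spinner against BM too without Undifferentiated replicate 2). It describes most MSC markers as high in ESC-derived cells, and 3 of 6 rose in Static and 2 of 6 in dynamic culture. It describes endothelial markers other than CD34 as higher, and all 4 others rose in Static and 2 of the 4 in dynamic culture. The paper places pluripotency genes of ESC-derived cells below those of undifferentiated ESCs, and here 3 of 4 fell in Static and 0 of 4 in dynamic culture. It describes Foxa2 as higher, and its 2 probes were above background on 0 of the 20 LKS arrays. For genes higher than in native cells, the paper's clustering places Static with native cells, which held by Pearson's r and did not by Euclidean distance. The probes had been chosen for their difference from native cells, so the Euclidean order follows in part from that choice. The choice enters r too, since 248 of the probes were higher in Static alone and 255 in dynamic culture alone. Neither order can therefore settle the point. Thy1 did not pass in Synthecon against FL without any 1 of FL replicates 1 or 2 or Synthecon replicates 1, 3, 5 or 7 (adjusted p = 0.0595 to 0.16), with Synthecon as 2 samples (adjusted p = 0.2) and with the slide as a block (adjusted p = 0.18). Itga2b did not pass in Static against FL without any 1 of Static replicates 2 or 3 or FL replicates 1 or 3 (adjusted p = 0.0518 to 0.22), with Synthecon as 2 samples (adjusted p = 0.084) and with the slide as a block (adjusted p = 0.097).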

Other observations

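The counts over other splits of the samples are tests chosen only after the result was seen. Histone genes on the array were lower in ESC-derived than in native LKS cells. Of 15 histone genes, 14 fell in Static (1 of the 14 near or below background, no fold given), and 14 in dynamic culture (1 of the 14 near or below background, no fold given, camera adjusted p = 1.3e-08 and 2.3e-07). Hist1h2bf (log2 fold change -2.86, standard error 0.28, adjusted p = 2.1e-08) and Hist1h1c (log2 fold change -3.25, standard error 0.31, adjusted p = 4.4e-09) are examples from Static and from dynamic culture. Of 18 cell cycle genes, 11 fell in Static, and 5 in dynamic culture, where 3 rose (camera adjusted p = 0.00453 and 0.26, and adjusted p = 0.18 in the former with an estimated correlation). Pcna, the sliding clamp gene of DNA replication, had a log2 fold change of -1.39 (standard error 0.36, adjusted p = 0.00406) in Static, and Ccne1 (log2 fold change -1.20, standard error 0.31, adjusted p = 0.00489) and Birc5 (log2 fold change -0.86, standard error 0.14, adjusted p = 4.9e-05) fell there as well. Of the 11 cell cycle calls in Static, 10 held without Static replicate 1 or with the slide as a block, 9 without Static replicate 2 and 6 without Static replicate 3. Against dynamic culture, 2 cell cycle genes were lower in Static (5 without Static replicate 1, 1 with Synthecon as 2 samples, 0 of these 2 held without Static replicate 2, camera adjusted p = 0.01, and adjusted p = 0.2 with an estimated correlation), with Aurka (log2 fold change -0.66, standard error 0.17, adjusted p = 0.00647). For histone genes that contrast had 1 higher and 1 lower (neither held with Synthecon as 2 samples or without Static replicate 2 or 3, camera adjusted p = 0.62). Of 12 cholesterol synthesis genes, 9 rose in Static (1 of the 9 near or below background, no fold given), and 7 in dynamic culture (8 adjusted over the list alone, camera adjusted p = 2.0e-06 and 0.00176, and adjusted p = 0.065 and 0.21 with an estimated correlation). Cyp51 (log2 fold change 1.80, standard error 0.25, adjusted p = 4.6e-06) and Mvd (log2 fold change 1.70, standard error 0.16, adjusted p = 5.1e-09) are examples, and 4 genes were higher in Static than in dynamic culture (6 without Static replicate 1, 0 with Synthecon as 2 samples; of these 4, 0 held without Static replicate 2 and 1 without Static replicate 3; camera adjusted p = 0.00902, and adjusted p = 0.25 with an estimated correlation). Of 15 glycolysis and hypoxia genes, 10 rose in Static and 1 fell, and 10 in dynamic culture (2 of the 10 near or below background, no fold given), where 1 fell (camera adjusted p = 2.9e-04 and 0.01, and adjusted p = 0.073 and 0.2 with an estimated correlation). Slc2a1, a glucose transporter gene, had a log2 fold change of 2.76 (standard error 0.38, adjusted p = 4.6e-06) in Static, P4ha2 (log2 fold change 2.25, standard error 0.19, adjusted p = 7.1e-10) rose in dynamic culture, and 3 were higher in Static than in dynamic culture (camera adjusted p = 0.17), with Ndrg1 (log2 fold change 1.29, standard error 0.34, adjusted p = 0.00843). Of these 3, 2 held without Static replicate 3, 1 with Synthecon as 2 samples and 0 without Static replicate 2. Of 10 primed epiblast genes, 2 rose in Static, and 6 in dynamic culture (1 of the 6 near or below background, no fold given), where 1 fell (camera adjusted p = 0.27 and 0.014, and adjusted p = 0.21 in the latter with an estimated correlation). Pou3f1 (at least 3.17-fold higher, adjusted p = 7.3e-12) and Fgf5 (at least 1.31-fold higher, adjusted p = 7.5e-08) rose in dynamic culture. Pcna did not pass in Static against native cells without Static replicate 3 (log2 fold change -0.86, adjusted p = 0.082). Ccne1 did not pass in Static against native cells without Static replicate 3 (log2 fold change -0.82, adjusted p = 0.078). Aurka did not pass in Static against dynamic culture without any 1 of Static replicates 1 or 2 (adjusted p = 0.061 to 0.068). Ndrg1 did not pass in Static against dynamic culture without Static replicate 2 (log2 fold change 0.74, adjusted p = 0.2) and with Synthecon as 2 samples (adjusted p = 0.0598).

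Immediate early genes, which tissue dissociation and sorting can induce in cells, moved with the groups. Of 15 such genes, 5 fell in Static (7 adjusted over the list alone) and 1 rose, and 13 in dynamic culture (camera adjusted p = 0.0584 and 2.3e-05, and adjusted p = 0.21 in the latter with an estimated correlation). Fosb (log2 fold change -2.21, standard error 0.36, adjusted p = 3.6e-05) and Fos (log2 fold change -2.24, standard error 0.23, adjusted p = 1.9e-08) are examples. In Static 8 were higher than in dynamic culture (3 with Synthecon as 2 samples, camera adjusted p = 1.4e-04, and adjusted p = 0.25 with an estimated correlation; of the 8 calls, 5 held without Static replicate 2 and 3 without Static replicate 3), with Egr1 (log2 fold change 2.18, standard error 0.32, adjusted p = 2.7e-05), and 4 were higher in BM than in FL (2 with Synthecon as 2 samples, camera adjusted p = 3.0e-09, and adjusted p = 0.29 with an estimated correlation). Of 12 genes of the unfolded protein and heat shock responses, 2 rose in Static and 1 fell (2 adjusted over the list alone), and 6 in dynamic culture, where 2 fell (camera adjusted p = 0.5 and 0.23). Hspb1 (log2 fold change 4.50, standard error 0.41, adjusted p = 6.6e-09) and Trib3 (log2 fold change 2.31, standard error 0.20, adjusted p = 1.0e-09) are examples, and 4 were lower and 1 higher in Static than in dynamic culture (2 lower with Synthecon as 2 samples, camera adjusted p = 0.22; of the 5 calls, 1 held without Static replicate 2 or 3), with Chac1 (log2 fold change -1.64, standard error 0.41, adjusted p = 0.00487). Of 14 interferon response genes, 2 fell in Static (1 adjusted over the list alone) and 1 rose, and 5 in dynamic culture (1 of the 5 near or below background, no fold given), where 1 rose (camera adjusted p = 0.61 and 0.11). Irf7 (at least 1.02-fold lower, adjusted p = 0.00287) is an example from Static, and 5 were higher in Static than in dynamic culture (2 with Synthecon as 2 samples, camera adjusted p = 0.11; of the 5 calls, 3 held without Static replicate 3 and 2 without Static replicate 2), with Usp18 (log2 fold change 3.13, standard error 0.44, adjusted p = 2.0e-05). Against native cells, 3 rose in Static without Static replicate 1, and 1 fell with Synthecon as 2 samples. Of 5 sex-linked genes, 2 rose in Static and 2 fell, and 2 in dynamic culture, where 2 fell (camera adjusted p = 0.52 and 0.84). In Static, Xist (at least 4.13-fold lower, adjusted p = 1.1e-10), expressed from the inactive X chromosome, and the Y-linked gene Kdm5d (at least 1.3-fold lower, adjusted p = 1.6e-04) fell, and the Y-linked genes Eif2s3y (log2 fold change 1.84, standard error 0.59, adjusted p = 0.02) and Ddx3y (log2 fold change 0.87, standard error 0.27, adjusted p = 0.018) rose. The number that rose in Static was 1 without Static replicate 1 and 1 with Synthecon as 2 samples. Of the 4 sex-linked calls in Static, 3 held without Static replicate 1 or with Synthecon as 2 samples or with the slide as a block and 2 without Static replicate 2. In BM over FL, 4 of 16 neutrophil granule (camera adjusted p = 1.6e-07, and adjusted p = 0.29 with an estimated correlation) and 4 of 10 mast cell, basophil and eosinophil genes were higher, and 2 of the latter list were lower (camera adjusted p = 8.1e-05, and adjusted p = 0.21 with an estimated correlation). Chac1 did not pass in Static against dynamic culture without Static replicate 2 (log2 fold change -1.40, adjusted p = 0.061) and with Synthecon as 2 samples (adjusted p = 0.0521). Irf7 did not pass in Static against native cells with the slide as a block (adjusted p = 0.0547). Eif2s3y did not pass in Static against native cells without any 1 of Static replicates 1 or 2 (adjusted p = 0.062 to 0.094), with Synthecon as 2 samples (adjusted p = 0.0585) and with the slide as a block (adjusted p = 0.096). Ddx3y did not pass in Static against native cells without Static replicate 2 (log2 fold change 0.63, adjusted p = 0.14).

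Other splits of the same samples into groups of the same sizes were counted beside the real one. For 3 samples against 3 there are 10 splits, too few for a share under 0.05. The real count at 5-fold, found in 1 split in each, was 57 for BM against FL (highest other 25), 963 for Static against BM (12), 781 for Static against FL (51), 1181 for Spinner against BM (0) and 1018 for Spinner against FL (0). In fits to the samples compared, with Synthecon as 2 samples, chance can be excluded for the calls between Static and dynamic culture (1 of 56 splits as large, real 1692, highest other 418) and across the 6 groups (1 of 100 drawn, real 11174, highest other 1239). For the lists called by camera the share was 2 of 56 between Static and dynamic culture (real 28, highest other 29). Between Static and native cells it was 4 of 84 (real 27, highest other 30). Between dynamic culture and native cells it was 1 of 100 drawn (real 31, highest other 30). Other groupings reached or neared these numbers, and the lists include Tables S5 and S6, chosen on these samples. Chance is therefore not excluded for the list counts. The median over the other splits was 9, 13 and 12 of 47 lists, so camera at the preset correlation calls lists in other groupings too. None of the splits that reached the real number of lists put together samples of only 1 slide. For Static and native cells all 3 of them held 2 Static replicates and 1 FL replicate, and for Static and dynamic culture the split held Spinner replicates 1 and 3 and a Synthecon set.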
